# The matrix vesicle cargo miR-125b accumulates in the bone matrix, inhibiting bone resorption in mice

**DOI:** 10.1038/s42003-020-0754-2

**Published:** 2020-01-16

**Authors:** Tomoko Minamizaki, Yuko Nakao, Yasumasa Irie, Faisal Ahmed, Shota Itoh, Nushrat Sarmin, Hirotaka Yoshioka, Asako Nobukiyo, Chise Fujimoto, Shumpei Niida, Yusuke Sotomaru, Kotaro Tanimoto, Katsuyuki Kozai, Toshie Sugiyama, Edith Bonnelye, Yuichiro Takei, Yuji Yoshiko

**Keywords:** Extracellular signalling molecules, miRNAs

## Abstract

Communication between osteoblasts and osteoclasts plays a key role in bone metabolism. We describe here an unexpected role for matrix vesicles (MVs), which bud from bone-forming osteoblasts and have a well-established role in initiation of bone mineralization, in osteoclastogenesis. We show that the MV cargo miR-125b accumulates in the bone matrix, with increased accumulation in transgenic (Tg) mice overexpressing miR-125b in osteoblasts. Bone formation and osteoblasts in Tg mice are normal, but the number of bone-resorbing osteoclasts is reduced, leading to higher trabecular bone mass. miR-125b in the bone matrix targets and degrades *Prdm1*, a transcriptional repressor of anti-osteoclastogenic factors, in osteoclast precursors. Overexpressing miR-125b in osteoblasts abrogates bone loss in different mouse models. Our results show that the MV cargo miR-125b is a regulatory element of osteoblast-osteoclast communication, and that bone matrix provides extracellular storage of miR-125b that is functionally active in bone resorption.

## Abstract (web summary)

Minamizaki et al. show that osteoblast-specific overexpression of *miR-125b*, a cargo of matrix vesicles, increases the bone mass from a reduced number of osteoclasts in mice. This study suggests that bone matrix stores *miR-125b* which inhibits bone resorption by downregulating PRDM1, a transcriptional repressor of anti-osteoclastogenic factors.

## Introduction

Cell-to-cell communication is pivotal for all multicellular organisms. Most cell types exchange information through soluble factors or direct interaction, but they also release extracellular vesicles (EVs) that can have an impact on neighboring or distant cells. The biological significance of EVs has been affirmed in numerous studies on intercellular communication that document the transfer of proteins, lipids, and nucleic acids; of these, microRNAs (miRNAs) have drawn much attention as EV cargos^1,2^. miRNAs, ~22 nucleotides in length, constitute a class of non-coding RNAs and induce gene silencing by binding to target sites within the 3′UTR of targeted mRNAs, resulting in suppressing protein synthesis and/or mRNA degradation^3^. miRNAs have been shown to be involved in a wide range of biological processes such as cell cycle control^4^, developmental processes^5^, glucose homeostasis^6^, immune responses^7^, bone metabolism^8^, and so on.

In general, EVs are released into the extracellular fluids; however, matrix vesicles (MVs) budding from polarized mature osteoblasts accumulate in the unmineralized bone matrix (osteoid). MVs in the osteoid initiate calcium and phosphate crystal formation inside vesicles by utilizing the calcium channels, phosphate transporters, and enzyme activities required in calcium and phosphate transport and initial mineral formation. Calcium phosphate crystals thereafter grow, penetrate the lipid bilayer of MVs, and expand to mineralize bone matrix^9^. Advances in global analysis indicate that MVs share certain features in common with EVs^10,11^, including the presence of miRNAs^12^ and of numerous proteins (see http://bioinf.xmu.edu.cn/MVsCarta/), some of which are known regulators of osteoclast and osteoblast development (e.g., TNFRSF11B^13^, WNT5A^14^, SEMA4D^15^), but whether they are functionally active when carried as cargo is not yet known. We therefore tested the hypothesis that MVs play an important, previously undefined role in osteoclasts and osteoblasts beyond their known involvement in bone matrix mineralization. We report here that miR-125b is a MV cargo that accumulates in bone matrix where it inhibits osteoclastogenesis and bone resorption via downregulation of the transcriptional repressor PRDM1.

## Results

### MVs inhibit osteoclast formation in vitro

To address possible novel bone biological functions of MVs, we isolated MVs from the extracellular matrix (ECM) deposited by mouse osteoblastic MC3T3-E1 cells. The isolated vesicles fulfilled the expected morphological and biochemical criteria of MVs^9^ (Supplementary Fig. 1a–d). Treatment of mouse bone marrow macrophage (BMM) cultures with isolated MVs in the presence of CSF1 (M-CSF) and TNFSF11 (RANKL)^16–18^ decreased formation of tartrate-resistant acid phosphatase (TRAP)-positive multinucleated cells (MNCs, i.e., osteoclasts) (Fig. 1a); no osteoclasts formed with or without MVs in the absence of RANKL (Fig. 1a). Consistent with the histochemical results, treatment with MVs also decreased the expression of osteoclast marker genes *Nfatc1*, a transcription factor necessary for osteoclastogenesis^18^, *Dcstamp*^19^ and *Ctsk*^20^ (Fig. 1b) as well as resorption pit formation^21^ (Fig. 1c). Similar effects were observed in the mouse macrophage cell line, RAW-D (Supplementary Fig. 2a, b) with RANKL, in which an accompanying uptake of dye from labeled MVs to cells was also evident (Supplementary Fig. 2c). Treatment with MVs from rat and human primary osteoblast cultures (Supplementary Fig. 2d, e) confirmed the presence of anti-osteoclastogenic factor(s) in MVs across species. The RANKL-decoy receptor TNFRSF11B (osteoprotegerin (OPG)), which inhibits osteoclastogenesis^13,22^, has been reported in MVs in the conditioned medium of vascular smooth muscle cells (http://bioinf.xmu.edu.cn/MVsCarta/). Contrary to smooth muscle cells, we did not detect OPG in our osteoblast-derived MVs (Supplementary Fig. 1c), suggesting that MVs inhibit osteoclast formation independently of the RANKL-OPG pathway. Although dye transfer occurred from labeled MVs to MC3T3-E1 cells (Supplementary Fig. 3a), MVs did not elicit significant effects on osteogenic differentiation and bone-like nodule formation in these (Supplementary Fig. 3b) or rat primary osteoblast (Supplementary Fig. 3c) cultures. The data suggest that MVs modulate osteoclastogenesis but not osteoblastogenesis in vitro.

**Fig. 1:**
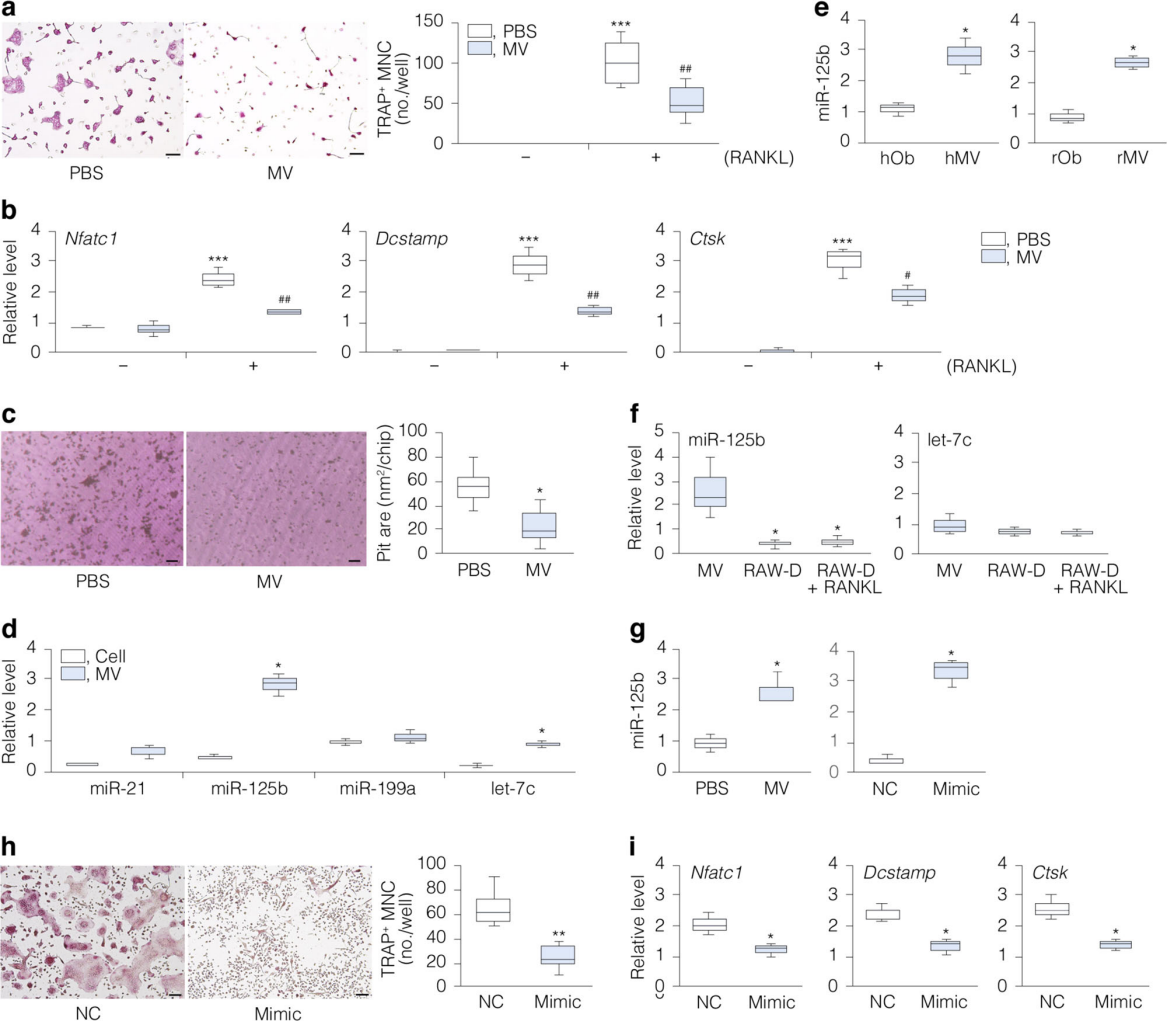
MVs and miR-125b impair TRAP^+^ multinucleated cell (MNC) formation. To induce TRAP^+^ MNC formation, BMMs were cultured in the presence of M-CSF alone or M-CSF plus RANKL (**a**–**c**). Cells were also treated with MVs (1 μg protein/mL) or PBS. **a** Representative images of TRAP^+^ MNCs (with M-CSF and RANKL; scale bars, 100 µm) and the number of TRAP^+^ MNCs/well in the presence of MVs or PBS (*n* = 6). **b** Expression of osteoclast marker genes (*Nfatc1*, *Dcstamp*, and *Ctsk*); *Rpl32* was used as internal control (*n* = 3). **c** Representative images of resorption pits (scale bars, 50 μm) and pit areas on dentin slices stained with hematoxylin (*n* = 6). **d** miRNA levels in MVs vs. their source MC3T3-E1 cells (*n* = 3). **e** miR-125b levels in human and rat osteoblasts (hOb and rOb) and their MVs (hMV and rMV) (*n* = 3). Cells were cultured until osteoid-like nodules formed (**d**, **e**). To induce TRAP^+^ MNC formation, RAW-D cells were treated with or without RANKL (**f**–**i**). **f** miR-125b and let-7c levels in MVs vs. RAW-D cells (*n* = 3). **g** miR-125b levels in RAW-D cells treated with MVs or PBS, or transfected with miR-125b mimic (Mimic) or negative control miRNA (NC) (*n* = 3). U6 was used as internal control (**d**–**g**). **h** Representative images of TRAP^+^ MNCs (scale bars, 100 µm) and the number of TRAP^+^ MNCs/well in the presence of Mimic or NC (*n* = 6). **i** Expression of osteoclast marker genes (*Nfatc1*, *Dcstamp*, and *Ctsk*) in RAW-D cells with Mimic or NC (*n* = 3); *Rpl32* was used as internal control. *, ^#^*P* < 0.05, **, ^##^*P* < 0.01, and ***P < 0.001 vs. matched control by Tukey’s multiple comparison (**a**, **b**, **f**) and by Student’s *t*-test (**c**–**e**, **g**–**i**).

### miR-125b mimics the MV effects in vitro

Recently PCR array profiling has identified miRNAs in MVs isolated from rat chondrocyte cultures^12^. 

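MVs were isolated 3 times independently from cultures of MC3T3-E1 cells, an established mouse calvaria-derived osteoblastic line that deposits an ECM, by treatment with 500 units/mL collagenase and ultracentrifugation. The methods state that MVs were taken from cultures without β-glycerophosphate, whereas the sample labels state that the cells were grown with it. Total RNA (100 ng per isolation) was labeled with 1 dye, Cy3, and hybridized to 1 mouse miRNA microarray per isolation (n = 3 arrays, with no comparison group). The authors deposited, for each array, the intensity of every miRNA (its total gene signal on a linear scale), the error of that signal and a detection call, without normalization between arrays. Each array holds 1157 features, of which 1079 are mouse miRNAs, 57 are miRNAs of mouse viruses, 14 are positive controls and 7 are negative controls. A miRNA was counted as detected where the scanner software called it so. Every undetected feature carries the same signal of 0.1, so its level is unknown below the detection limit. The lowest detected signal of a mouse miRNA was 4.87 in isolation 1, 4.39 in isolation 2 and 4.41 in isolation 3, and the highest was 4194, 12973 and 14059, respectively. Normalized values were calculated as in the note to Supplementary Data 2, as the log2 signal minus the 90th percentile of each array, here over all mouse miRNAs. Where a miRNA was not detected in an array, the lowest detected signal of that array was used, so its value there is a bound. This percentile was 4.71 in isolation 2 and 4.18 in isolation 3, but in isolation 1, where 7.97% of the mouse miRNAs were detected, it fell on the signal of undetected miRNAs (-3.32). The shift therefore raised the values of isolation 1 and lowered those of the others, which is part of every SD of a normalized value. The number of arrays, 3, limits the precision of all means.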

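Of the 1079 mouse miRNAs on the array, 86 were detected in isolation 1, 179 in isolation 2 and 164 in isolation 3. In total, 180 miRNAs were detected in at least 1 isolation, 165 in at least 2 and 84 in all 3, while 899 were not detected in any. Isolation 1 decides the number shared by all arrays, since 164 miRNAs were detected in both others. Of the 96 miRNAs that were not detected in every isolation, 80 were missed in isolation 1 alone. Requiring a signal over 3 times its error, which can only lower the counts because undetected features carry an error of 1, gave the same counts of 180 and 84. Among the 84 miRNAs detected in all 3 isolations, signals were ordered most alike in isolations 2 and 3 (Spearman's rho = 0.97 across miRNAs, permutation test with 100000 resamples, two-sided p = 1e-05, the smallest these resamples can give). For isolations 1 and 2 rho was 0.77, and for isolations 1 and 3 it was 0.80, each with the same p and for 3 pairs compared; miRNAs are not independent replicates. The signal in isolation 2 was a median of 1.37 log2 units above that in isolation 1, but single miRNAs ranged from -0.38 to 4.50, with an SD across miRNAs of 1.08. Isolation 3 minus isolation 2 gave a median of -0.36 with an SD of 0.36.

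**Figure D1:**
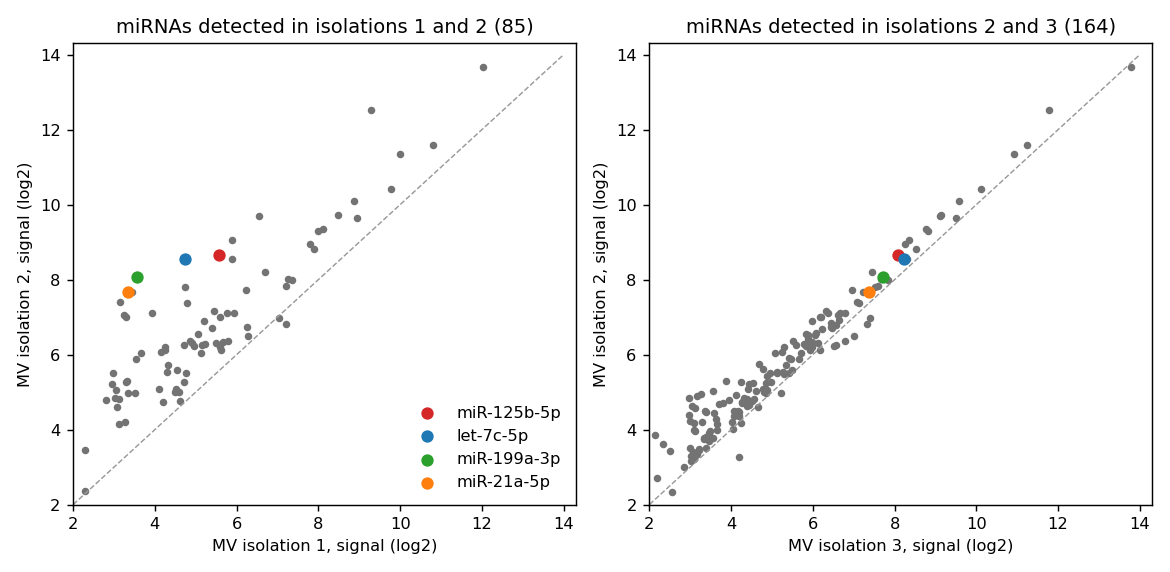
Signals (log2) of mouse miRNAs in MV isolation 2 against isolation 1 (left, the 85 miRNAs detected in both) and against isolation 3 (right, the 164 detected in both). Each point is 1 miRNA, colored points are 4 named miRNAs, and the dashed line marks equal signals. Points lie closer to a single line on the right, where the differences have an SD of 0.36 across the 84 miRNAs detected in all isolations, than on the left, where it is 1.08.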

We therefore used miRNA microarray analysis of osteoblastic (MC3T3-E1) MVs and identified 176 miRNAs (GSE140242 at NCBI GEO), 76 of which were common between mouse and human (Supplementary Data 2), with several good candidates for regulators of genes involved in osteoclast formation^23–27^ (Supplementary Table 1). Of these, miR-125b was more abundant in MVs than in the parent MC3T3-E1 cells from which they derived (Fig. 1d), primary human and rat osteoblasts (Fig. 1e) and RAW-D cells cultured with or without RANKL (Fig. 1f). Notably, however, treatment with MVs increased miR-125b levels in RAW-D cells (Fig. 1g). We then established a subclone of MC3T3-E1 cells with lower levels of miR-125b (Supplementary Fig. 4a) but normal osteogenic capacity (E1^low^) (Supplementary Fig. 4b) to do a loss-of-function study. MVs from E1^low^ cells had no significant effect on TRAP^+^ MNC formation in RAW-D cells (Supplementary Fig. 4c). Meanwhile, transfection of miR-125b mimic (Fig. 1g) had higher efficacy than those with control miRNA against TRAP^+^ MNC formation (Fig. 1h) and associated gene expression (*Nfatc1*, *Dcstamp*, and *Catsk*) (Fig. 1i). miR-125b mimic (Supplementary Fig. 4d) did not affect osteogenesis in MC3T3-E1 or the mouse mesenchymal stem cell line ST2 models (Supplementary Fig. 4e, f). These data indicate that miR-125b participates in the inhibitory effect of MVs on osteoclastogenesis in vitro.

### Transgenic mice have high bone mass and fewer osteoclasts

To determine whether miR-125b as MV cargo plays a functional role in bone in vivo, we generated transgenic (Tg) mouse lines (#5, #7, and #16; Supplementary Fig. 5a) expressing mmu-miR-125b-5p in osteoblasts by using human osteocalcin promoter^27^ (Fig. 2a, b). Mice (males) of the three lines at 9- and 12-weeks of age exhibited identical phenotypes including high bone mass (Supplementary Fig. 5b); line #5 was used for further analyses. Figure 2b shows cell- and tissue-specific expression of miR-125b in Tg mice, which were born at normal Mendelian ratios and grew normally (Supplementary Fig. 5c). Tg femurs (12-week-old males) and vertebrae (L3 of 10-week-old females) exhibited higher bone mass than their corresponding wild-type (WT) mice (Fig. 2c), due to increased trabecular bone (12-week-old females, Fig. 2d); histological assessment of Tg tibiae (9- and 10-week-old female mice) also confirmed this event (Supplementary Fig. 6a–c). WT and Tg mice displayed equal numbers of alkaline phosphatase (ALP)-positive osteoblasts (Fig. 2e) and equal mineral apposition rates (MARs; calcein double-labeling) (Fig. 2f), indicating that bone formation was not affected by miR-125b overexpression in osteoblasts. However, the percentage of TRAP^+^ cell surface per trabecular bone surface was lower in Tg compared to WT mice (Fig. 2g). No difference in TRAP staining was seen in the zone of calcified cartilage and subchondral bone (Fig. 2h), which may reflect lower accumulation of miR-125b in bone at the chondro-osseous junction in Tg mice.

**Fig. 2:**
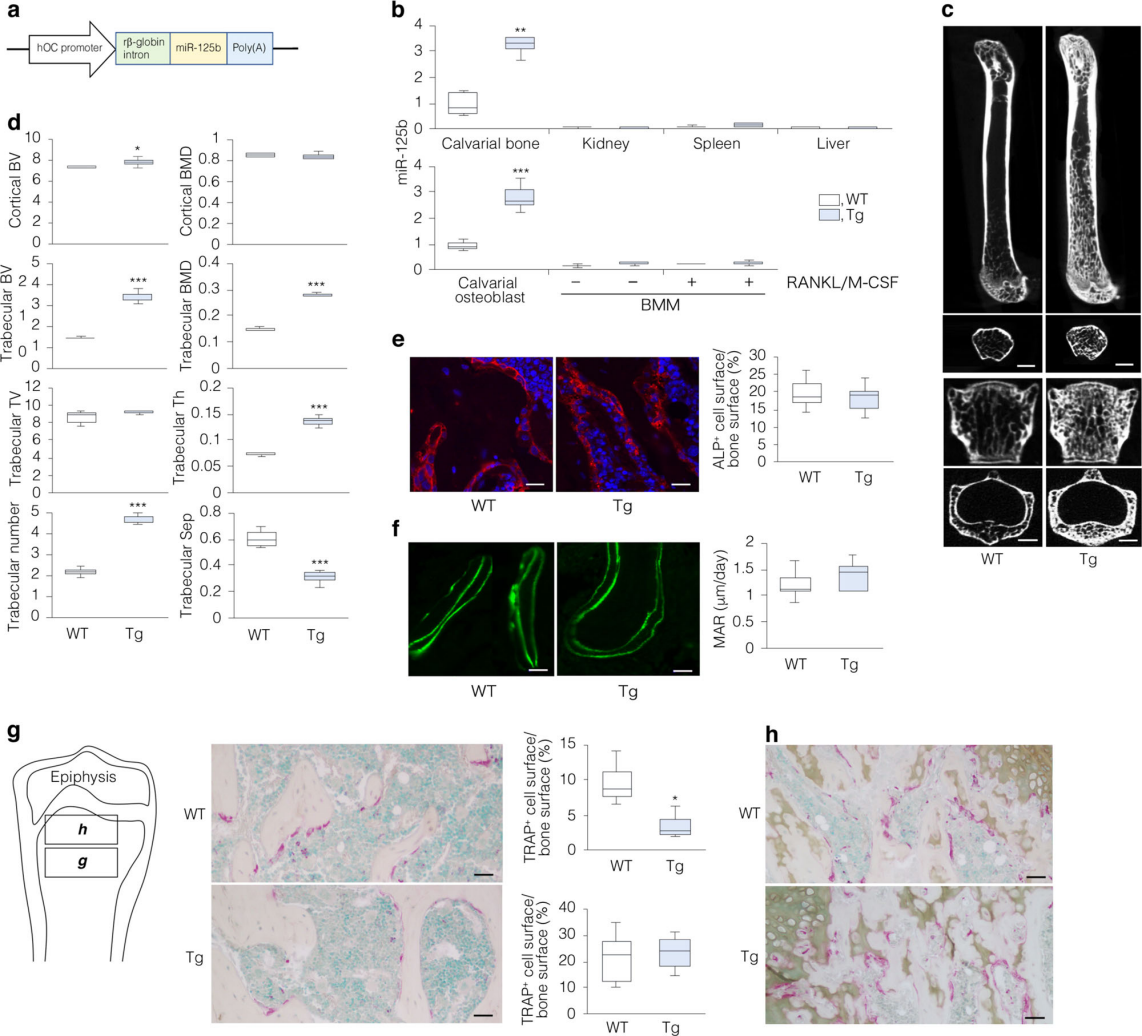
Transgenic (Tg) mice overexpressing miR-125b in osteoblasts exhibit a high bone mass phenotype. **a** Transgene construct. hOC, human osteocalcin promoter; rβ-globin intron, rabbit β-globin intron. **b** miR-125b levels in various tissues and cells of 12-week-old male transgenic (Tg) and wild-type (WT) mice; U6 was used as internal control (*n* = 3). **c** Microcomputed tomography (µCT) of 12-week-old male femurs (upper panels) and 10-week-old female lumber vertebrae (L3, lower panels) (representative images of each phonotype; upper and lower panels indicate longitudinal and transverse views, respectively). Scale bars, 1 mm (femurs) and 0.5 mm (L3). **d** Bone morphometric parameters of 12-week-old Tg and WT female distal femurs (WT, *n* = 5; Tg, *n* = 7). Analysis was performed on the metaphyseal region with 7 μm width, based on the position 1 μm away from the distal femoral growth plate. BV, bone volume (mm^3^); BMD, bone mineral density (mg/mm^3^); TV, tissue volume (mm^3^); Th, thickness (mm); Trabecular number (no./mm); Sep, separation (mm). **e**–**h** Histology of 10-week-old Tg and WT female distal femurs (representative images in each genotype, *n* = 5). **e** ALPL-immunoreactive cells delineate osteoblasts and the percentage of ALP^+^ cell surface per bone surface. Nuclear counterstaining with DAPI (scale bars, 25 µm). **f** Calcein double-labeling (scale bars, 20 µm) and the corresponding mineral apposition rate (MAR) (*n* = 5). **g**, **h** TRAP^+^ multinuclear cells (MNCs) delineate osteoclasts (scale bars, 50 μm) and the percentage of TRAP^+^ cell surface per bone surface. Left panel in **g** shows schematic image of the distal femur at low magnification; cells within the square frames **g** and **h** were counted and plotted in **g** and **h**, respectively. Nuclear counterstaining with methyl green. *P < 0.05, **P < 0.01, and ***P < 0.001 vs. WT by Student’s *t*-test.

### miR-125b targets *Prdm1* in osteoclast precursors

To identify the mechanisms underlying MV-mediated impaired osteoclastogenesis, we analyzed Tg and WT bone and bone marrow populations ex vivo. No difference was observed in bone formation between Tg and WT bone marrow stromal cell cultures (Fig. 3a) or between Tg and WT calvaria cell cultures (Supplementary Fig. 7a). Similarly, no difference was seen between Tg and WT cellular and MV ALP activity (Supplementary Fig. 7b) or their ALPL and ANXA5 levels (Supplementary Fig. 7c). However, higher levels of miR-125b were present in Tg vs. WT MVs (Supplementary Fig. 7d) and in Tg vs. WT bone matrix (Fig. 3b). Given that miR-125b was not detected in conditioned media from either Tg or WT calvaria cell cultures (Supplementary Fig. 7d), these results suggest that miR-125b secreted from osteoblasts is mostly or all sequestered in the bone matrix via MVs.

**Fig. 3:**
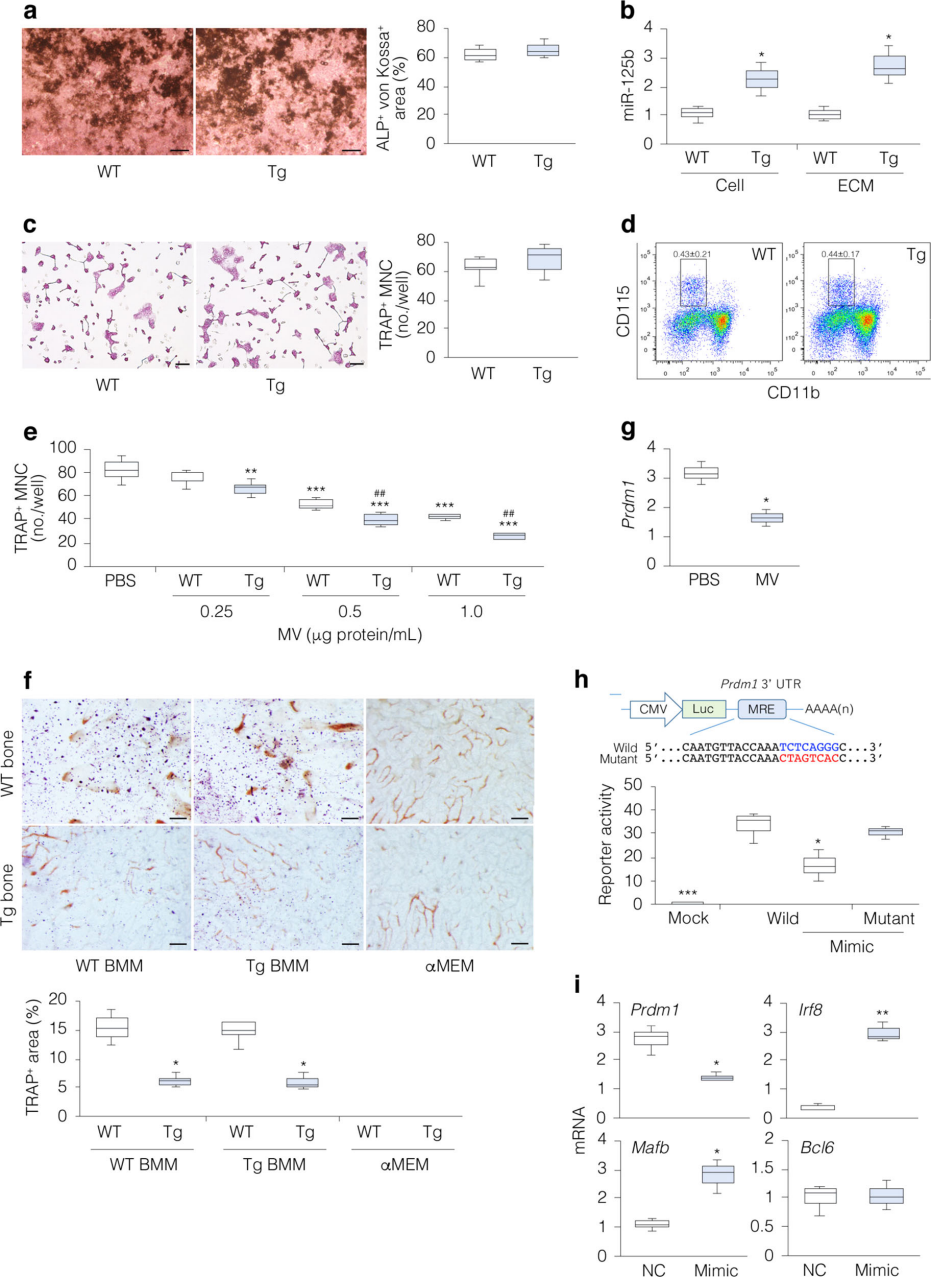
miR-125b in bone matrix inhibits osteoclastogenesis by targeting *Prdm1*. **a** Representative images of osteogenic activities in Tg and WT bone marrow cell cultures, assessed by ALP/von Kossa staining (scale bars, 4.5 mm) and the percentage of ALP/von Kossa^+^ areas (*n* = 3). **b** miR-125b levels in AGO2 immunoprecipitates from the cell and ECM fractions of WT vs. Tg bones (*n* = 3). **c** Representative images of TRAP^+^ multinucleated cells (MNCs) in WT and Tg bone marrow macrophage (BMM) cultures stimulated with RANKL and M-CSF (scale bars, 100 µm) and the number of TRAP^+^ MNCs/well (*n* = 6). **d** FACS analysis of Tg and WT osteoclast precursor (CD117^+^/CD115^+^/CD11b^low^) cells; cells were gated on CD117 (*n* = 8). **e** The number of TRAP^+^ MNCs/well in RAW-D cell cultures with or without WT MVs vs. Tg MVs (*n* = 6). Cells were stimulated with RANKL. **f** Representative images of TRAP staining of either Tg or WT BMMs on Tg vs. WT calvarial bone chips (scale bars, 100 μm) and the percentage of TRAP^+^ areas (*n* = 4). αMEM shows bone chips without BMMs. **g** *Prdm1* levels in RAW-D cells with MVs (1 μg protein/mL) or PBS; *Rpl32* was used as internal control (*n* = 3). **h** The reporter constructs contained the miRNA response element (MRE) (Wild) of *Prdm1* or its mutant, and reporter activities in RAW-D cells cotransfected with reporter plasmids and miR-125b mimic (Mimic) (*n* = 4). **i** mRNA levels of *Prdm1* and associated downstream target genes in RAW-D cells transfected with Mimic and negative control miRNA (NC); *Rpl32* was used as internal control (*n* = 3). BMMs and RAW-D cells were stimulated by RANKL plus M-CSF (**c**, **f**) and RANKL (**e**, **g**–**i**), respectively. *P < 0.05, **, ^##^*P* < 0.01, and ***P < 0.001 vs. matched control by Student’s *t*-test (**b**, **f**, **g**, **i**) and by Tukey’s multiple comparison (**e**, **h**).

Neither TRAP^+^ MNC formation (Fig. 3c) nor ability to resorb bone in vitro (Supplementary Fig. 7e) was different between Tg and WT BMM cell cultures. Similarly, and consistent with the view that osteoblast-secreted miR-125b is undetectable in conditioned medium but is sequestered in the bone matrix via MVs, osteoclast formation was the same in Tg and WT BMMs cocultured with either Tg or WT osteoblasts (calvaria cells forming osteoid-like nodules) (Supplementary Fig. 7f). FACS analysis revealed that CD117^+^/CD115^+^/CD11b^low^ osteoclast progenitors^28^ (Fig. 3d), macrophages, hematopoietic stem cells, and B cells were comparable between the two strains, with a small but substantial reduction in T cells in Tg mice in comparison with those in WT mice (Supplementary Fig. 8). Taken together, these data suggest that miR-125b trapped in bone matrix inhibits osteoclastogenesis. Indeed, treatment of RWA-D cells with Tg MVs resulted in greater inhibition of osteoclast formation than that with WT MVs (Fig. 3e). When either Tg or WT BMMs were cultured on Tg vs. WT bones in the presence of RANKL and M-CSF, TRAP^+^ spots were less on Tg than WT bones (Fig. 3f). These results suggest that bone matrix miR-125b decreases osteoclastogenesis.

We then searched public databases to identify putative miR-125b target(s) (Supplementary Table 2). Of these, PR domain containing 1, with zinc finger domain (PRDM1), a transcriptional repressor of anti-osteoclastogenic factors^16^, was selectively downregulated in RAW-D cells transfected with miR-125b mimic (Supplementary Fig. 9) or treated with MVs (Fig. 3g). Luciferase activity was reduced in RAW-D cells co-transfected with miR-125b mimic and *Prdm1* 3′UTR reporter vector, but not with miR-125b mimic and *Prdm1* mutant 3′UTR reporter vector^29^ (Fig. 3h). Further, the miR-125b mimic decreased levels of *Prdm1* in RAW-D cells and concomitantly increased mRNA (Fig. 3i) and protein (Supplementary Fig. 10) levels of two known downstream targets of PRDM1 that are inhibitors of osteoclastogenesis, interferon regulatory factor 8 (*Irf8*)^30^ and v-maf musculoaponeurotic fibrosarcoma oncogene homolog B (*Mafb*)^31^, but not of a third potential inhibitor, B-cell lymphoma 6 (*Bcl6*)^16^. The latter may reflect the fact that we assessed at day 4 and may have missed later events in osteoclastogenesis, as it is known that *Bcl6* is downregulated at a later stage of osteoclastogenesis (by 8 days)^16^ than either *Irf8*^30^ or *Mafb*^31^(by 24 h). Nevertheless, our results strongly suggest that miR-125b suppresses osteoclast formation via downregulation of PRDM1.

### miR-125b protects bone loss in mouse disease models

To determine whether MV-based transfer of miR-125b to bone matrix represents a potential therapeutic target, we ovariectomized (OVX) 8-week-old female mice, as a model of postmenopausal osteoporosis^32^. Four weeks post-OVX, body weight was increased (Fig. 4a) and uteri were hypoplastic (Fig. 4b) in both WT and Tg mice, indicating effective estrogen depletion. However, OVX-induced trabecular bone loss was lower in Tg compared to WT femora (Fig. 4c–e). Trabecular bone loss was also markedly blunted in 10-week-old male Tg vs. WT mice subjected to sciatic neurectomy (NX), a model of disuse or immobilization-induced osteoporosis^33^ (Supplementary Fig. 11a, b). Thus, overexpression of miR-125b in osteoblasts confers resistance to bone loss in mouse osteoporosis models. Finally, to confirm that miR-125b inhibits osteoclastogenesis in vivo, we used subcutaneous injections of bacterial lipopolysaccharides (LPSs) over the calvariae to increase osteoclastogenesis and induce osteolysis^30^. Whole-mount staining showed that LPS-induced TRAP staining was attenuated, when miR-125b mimic was co-injected subcutaneously (Fig. 4f). These results indicate that miR-125b can inhibit bone resorption in at least some pathologic conditions. Taken together, our data identify miR-125b accumulated in bone matrix as a player in bone metabolism via osteoblast–osteoclast coupling and as a potential therapeutic target to abrogate bone loss.

**Fig. 4:**
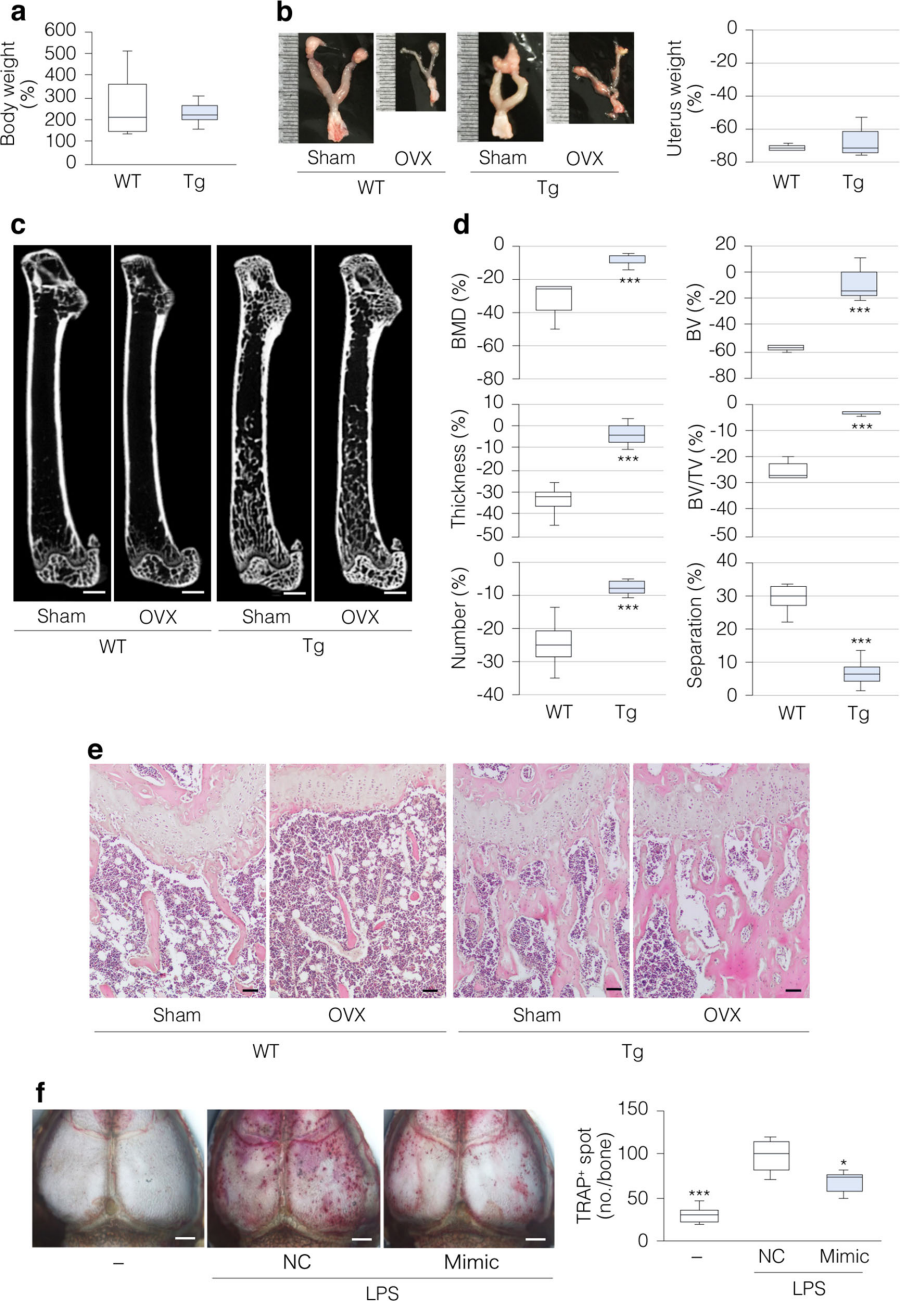
miR-125b protects mice from pathological bone loss. **a**–**e** Eight-week-old Tg and WT female mice were either sham-operated or ovariectomized, and analyzed 4 weeks later; values (**a**, **b**, **d**) are shown as percent changes of sham-operated mice (*n* = 5) vs. OVX mice (*n* = 7). **a** Body weights. **b** Representative macroscopic images (scale bars, 1 mm) and wet weights of uteri. **c** Representative images of μCT analysis of femurs (scale bars, 1 mm). **d** Bone morphometric analysis of trabecular bone in distal femurs. Parameters based on µCT analysis were estimated as described in Fig. 2 (**d**). **e** Representative images of H&E staining of femurs (scale bars, 50 μm). **f** LPS-induced osteolysis with injections of miR-125b mimic (Mimic) or negative control miRNA (NC) over the calvariae. Representative images of whole-mount TRAP staining (scale bars, 200 μm) and quantification of TRAP^+^ spots (*n* = 6). *P < 0.05 and ***P < 0.001 vs. matched control by Student’s *t*-test (**d**) and by Tukey’s multiple comparison (**f**).

## Discussion

MVs budding from osteoblasts are known to accumulate in osteoid and play a crucial role in the initial steps of bone mineralization^9^. However, potential but undefined roles of MVs in bone metabolism have been postulated recently, based on comprehensive analyses of proteins in MVs^10,11^. Together with other recent findings of miRNAs as functional EV cargos^1,2^, these prompted us to test for functional roles of MVs in bone. We report here that miRNAs in osteoblasts are transported to bone matrix by MVs. Of these, miR-125b is selectively and abundantly incorporated into MVs and stored in bone matrix. During bone resorption, miR-125b is released and targets PRDM1, a transcriptional repressor of anti-osteoclastogenic factors^16,17^ in osteoclast precursors. Tg mice overexpressing miR-125b in osteoblasts exhibit increased miR-125b levels in MVs and bone matrix, resulting in decreased osteoclast numbers and increased bone mass. Overexpressing miR-125b in osteoblasts also abrogates the bone loss associated with estrogen deficiency and immobilization in mice, consistent with the suppression of LPS-induced osteoclast formation and osteolysis by injecting mice with miR-125b mimic.

That osteoblasts secrete EVs and/or MVs with active biological molecules as cargo is not in itself surprising. Indeed, a list of numerous cargo proteins is available at http://bioinf.xmu.edu.cn/MVsCarta/, but little is known about whether MV cargo molecules accumulate in bone matrix, or have a substantial impact on bone metabolism or turnover. Treatment of mouse BMMs with EVs isolated from conditioned media of primary mouse osteoblast cultures has been shown to promote survival of osteoclasts by the action of the cargo RANKL^34^. However, we found that MVs do not mimic this effect, but rather inhibit formation of osteoclasts and resorption pits, suggesting that anti-osteoclastogenic factor(s) accumulate in MVs and are transported to bone matrix via MVs but not EVs. Recently, MVs isolated from rat growth plate chondrocytes were reported to be selectively enriched in certain miRNAs, including miR-122-5p, miR-142-3p, miR-223-3p, and miR-451-5p^12^. We then focused our attention on miRNAs as MV cargos. Interestingly, the enrichment profile we identified in mouse, rat, and human osteoblast MVs is distinctly different from that in rat chondrocytes^12^, suggesting that MVs from at least certain types of chondrocytes exhibit a functionally distinct role, from osteoblast MVs.

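On the arrays of MC3T3-E1 MVs, 0 of the 4 miRNAs named for rat chondrocyte MVs were detected. The features for miR-122-5p, miR-142-3p, miR-223-3p and miR-451a, the mouse name taken here for the miR-451-5p of the paper, were below detection in each of the 3 isolations. These features have a bound in place of a level, and the arrays hold no chondrocyte MVs, so the 2 kinds of MVs were not compared on 1 platform. MVs of rat and human osteoblasts were not analysed here. From the difference between the profiles the paper proposes functionally distinct roles for the MVs of osteoblasts and of certain chondrocytes.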

By in silico analyses, qRT-PCR screens, and selection of candidate miRNAs more abundant in osteoblasts and MVs than osteoclasts or their precursor cells (BMMs and RAW-D cells), we identified miR-125b for further study. We confirmed that the MV cargo miR-125b regulates osteoclastogenesis but not osteoblastogenesis by gain- and loss-of function experiments in vitro. While overexpression of miR-125b in osteoblasts clearly decreases osteoclastogenesis, we found no evidence for miR-125b regulation of osteoblast differentiation or bone formation in vivo. Of previous studies assessing miR-125b in osteoblast differentiation, only two have reported a regulatory role for miR-125b in osteogenesis, one with human bone marrow stromal cells, which are from a multipotent stem cell-like population differentiated under the influence of a medium whose constituents were undisclosed or transplanted on demineralized bone matrix^35^, and the other with ST2 stem-like cells in the presence of BMP-4^36^. We have found no detectable effect of miR-125b on the MC3T3-E1 model cultured under osteogenic conditions or ST2 cells undergoing osteogenesis in vitro in the absence of BMP-4. We also found no effect on osteogenesis when we overexpressed miR-125b in post-mitotic mature osteoblasts ex vivo and in vivo. It is not surprising that miR-125b effects are different in different conditions in vitro and in vivo, given the likelihood of extracellular signal- and/or differentiation stage-specific miR-125b target gene expression profiles in these different models. It is also possible that the ability to detect effects of exogenously added miR-125b on osteoblast development in vitro and ex vivo/in vivo are abrogated by the already abundant expression of miR-125b in these cells.

It is known that circulating miRNAs, whether within EVs or not, are mostly associated with RNA-induced silencing complexes (RISCs)^37^. The presence of miRNAs in various body fluids is now well-established^38^, but we show that the biologically active miR-125b within RISC accumulates and is retained in the extracellular bone matrix. Of established genes involved in osteoclastogenesis, we confirmed that *Prdm1* is a target of miR-125b. PRDM1 was originally isolated in human osteosarcoma cell lines^39^ and acts as a transcriptional repressor. In addition to osteoclastogenesis^16,17^, PRDM1 is involved in plasma cell fate determination^40^, and forced expression of miR-125b decreases PRDM1 levels in the human lymphoma cell line PC-K8 via its binding activity to *Prdm1* 3′UTR^41^. Of identified targets of miR-125b, physiological silencing of miR-125b is required in mouse granulocytic differentiation^42^ and B-cell development^43^ in vitro via the targeting of *Jund* and *S1pr1*, respectively. The other established target of miR-125b, *Lyn28*, is involved in myeloid vs. B-cell fate determination in mouse hematopoietic stem cell cultures^44^. However, FACS analysis showed no significant differences in bone marrow cells except for a small but substantial reduction in T cells in Tg vs. WT mice. Together the data suggest that the accumulation of MVs in bone matrix creates the conditions by which osteoblast-derived miR-125b regulates osteoclastogenesis. During bone mineralization, calcium phosphate crystals grow in and break through MVs^9^, resulting in miR-125b capture in mineralizing bone. As is true with other active proteins embedded in bone matrix, e.g., TGF-β1 (ref. ^45^) during bone resorption, miR-125b would be released allowing its anti-osteoclastogenic activity to be manifest. This also predicts that there is a certain threshold of bone resorption required to achieve levels of miR-125b for its anti-osteoclastogenic effects.

Antiresorptive agents such as bisphosphonates and anti-RANKL antibodies have been used for many years, especially in the treatment of patients with osteoporosis and bone metastasis. These agents block bone resorption, resulting in suppression of bone turnover^46,47^. While the clinical benefits of anti-resorptive agents are clear, reduced bone turnover can have deleterious effects, e.g., medication-related osteonecrosis of the jaws, leading to ongoing efforts to identify additional approaches to maintaining and improving bone mass in a variety of conditions. It is interesting that overexpression of miR-125b in osteoblasts has a protective effect against both OVX- and NX-induced bone loss in our Tg mice and miR-125b rescues LPS-dependent osteolysis. Taken together, osteoblast–osteoclast communication via the MV cargo miR-125b represents a potential therapeutic target for bone loss (Fig. 5). As a corollary to this, future research directions must also include more detailed dissection of physiological role(s) of miR-125b in bone, as well as the mechanism(s) underlying selective accumulation of miR-125b in MVs, retention of miR-125b activity in mineralized bone overtime and delivery-uptake of miR-125b by osteoclast precursors and possibly other cells (e.g., T-cells) in the bone microenvironment.

**Fig. 5:**
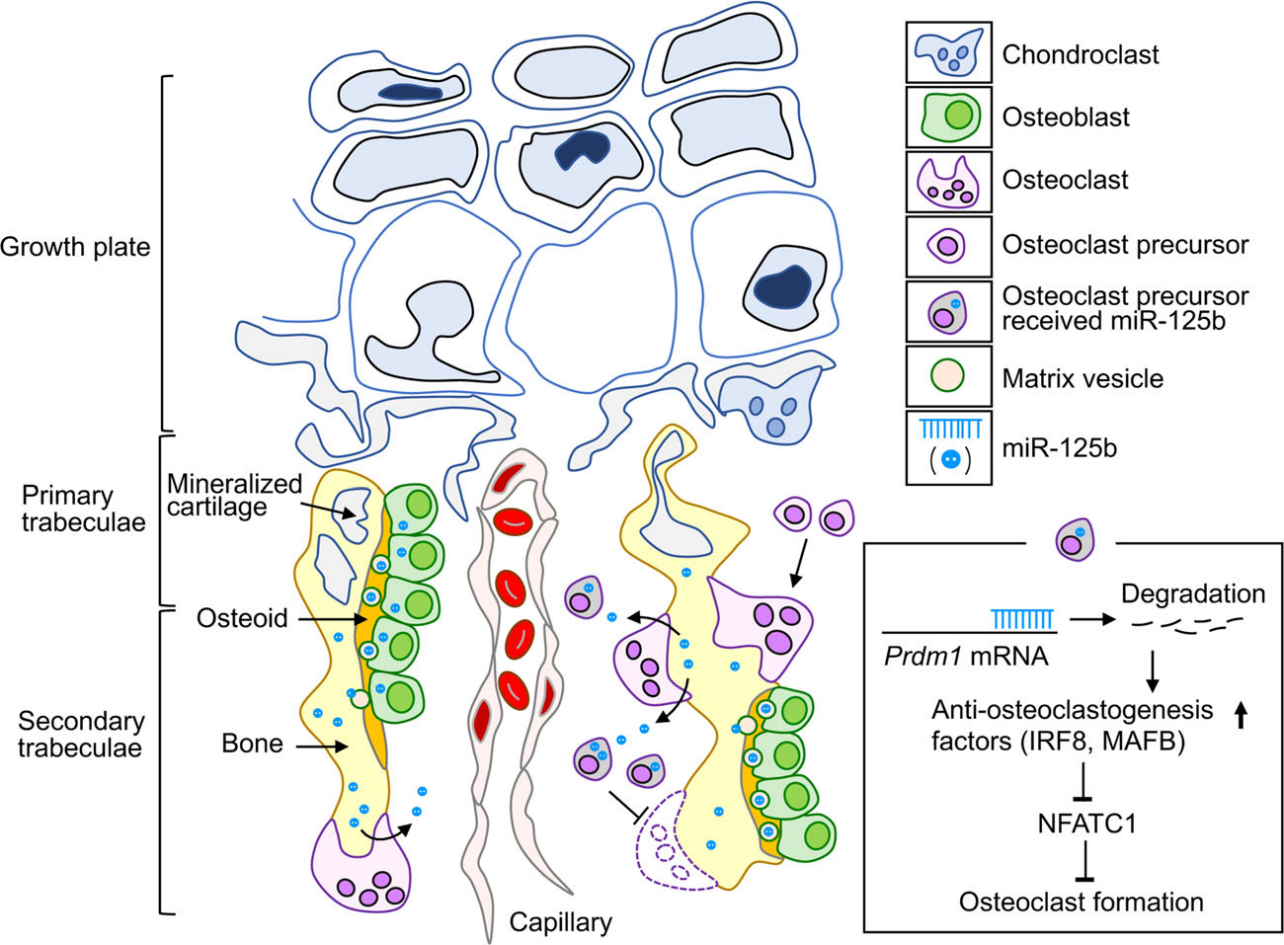
Schematic diagram of osteoblast–osteoclast communication by miR-125b. Osteoblasts secrete matrix vesicles (MVs), including their cargo miR-125b, which accumulate in unmineralized bone matrix (osteoid). Through calcium phosphate crystal growth and MV membrane disruption, miR-125b is trapped in mineralized bone. miR-125b is taken up by osteoclast precursors such as during osteoclastic bone resorption. miR-125b in osteoclast precursors binds to *Prdm1* mRNA to decrease Prdm1 protein level, resulting in increased anti-osteoclastogenesis factors, such as IRF8 and MAFB, and thereby decreased osteoclast formation and associated bone resorption.

## Methods

### Animals

C57BL/6J and ddY mice and timed-pregnant Wistar rats were obtained from CLEA Japan or Charles River Laboratories Japan. Tg mice overexpressing miR-125b in osteoblasts were developed on the C57BL/6J background. Animal use and procedures were approved by the Institutional Animal Care and Use Committee at the Central Institute for Experimental Animals and the Committee of Animal Experimentation at Hiroshima University (#A14-078).

### Vector construction

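In the RefSeq gene table of the mouse assembly GRCm38.p6, the gene Mir125b-1 lies within the long non-coding RNA gene Mir100hg, and its nearest annotated miRNA genes on one side are Mirlet7a-2 and then Mir100. The other gene of miR-125b, Mir125b-2, neighbors Mirlet7c-1 and Mir99a, and no annotated gene of another kind spans it. The array has 1 feature for the 5p strand, miR-125b-5p, and separate features for the 3p strands of the 2 genes. In MVs of MC3T3-E1 cells, neither miR-125b-1-3p nor miR-125b-2-3p was detected in any of the 3 isolations, so the arrays do not separate the 2 genes as sources of miR-125b-5p.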

A 422-base-pair mouse genomic sequence including pre-miRNA-125b-1 and rabbit βglobin intron and poly A were amplified by PCR from mouse and rabbit genomic DNA, respectively, and cloned into pBlueScript II SK(+) (miR-125b vector, UNITECH)^48^. A 4072-base-pair human osteocalcin promoter^27^ was amplified from human BAC clone (RP11-964F7). The human osteocalcin promoter fragment was inserted into the *NotI*/*SpeI* sites of the miR-125b vector, and the 5690-base-pair *NotI/SalI* fragment was isolated, purified, and used for microinjection. Tg mice were identified by PCR. Primer pairs are described in Supplementary Table 3.

### Microcomputed tomography (µCT)

Bones were fixed in 4% paraformaldehyde (PFA) in PBS at 4 °C overnight and stored in 70% ethanol. Samples were imaged using Skyscan 1176 at an X-ray energy of 40 kV with a voxel size of 17.5 µm on each side and an exposure time of 230 ms (Bruker microCT). Image reconstruction and bone morphometry (proximal tibiae) were performed using NRecon and CTvox software, respectively (Bruker microCT).

### Calcein double-labeling and plastic sections

Calcein (100 µg/kg body weight) was administered intraperitoneally twice (at a 6-day interval) to 10-week-old male mice. Femurs were dissected 2 days after the second administration, fixed in 4% PFA in PBS and embedded in Epon by standard techniques, and the MAR was determined on plastic semi-thin sections studied under fluorescence microscopy^49^.

### Histology

PFA-fixed bones were decalcified with 10% EDTA in PBS at 4 °C for a week and embedded in paraffin by standard techniques. Deparaffinized sections (4 µm thick) were stained with TRAP to evaluate osteoclasts^16–18^. To determine osteoblasts by ALP staining, sections were rinsed with Tris-buffered saline (20 mM Tris-HCl, 137 mM NaCl; pH 7.6) containing 0.025% Triton X-100 and incubated with Protein Block (Dako), followed by incubation with anti-ALPL antibody (×200, Proteintech) in Can Get Signal® Solution A (Toyobo) at 4 °C overnight. Alexa Fluor® 594-conjugated antibody (Thermo Fisher Scientific) was used as the secondary antibody. Fluoro-KEEPER with DAPI was used for nuclear staining.

### Analysis of osteoclast progenitors

Bone marrow cells were prepared from femurs and tibiae of 10-week-old male mice. Cells were passed through a cell strainer (70 µm; Falcon®), centrifuged, and the resultant cell pellets were resuspended in ACK lysis buffer (0.15 M NH_4_Cl, 0.01 M KHCO_3_, and 1 mM Na_2_ EDTA; pH7.4) (hemolysis). After gentle agitation for 2 min, cell suspensions were centrifuged and rinsed. Resuspended cells (4 × 10^5^ cells in 100 μL of 0.5% BSA in PBS) were treated with TruStain fcX for 5 min on ice, followed by incubation with labeled antibodies or isotype controls for 60 min at 4 °C. Cells were then treated with 1 mM EDTA and 2% BSA in PBS, centrifuged and resuspended with 0.5% BSA in PBS. Osteoclast progenitors were determined by FACS (LSRFortessa X-20, BD Biosciences) using CD115-Alexa Fluor 488, CD11b-APC, and CD117-PE (BioLegend)^28^ (Supplementary Table 4).

### Ovariectomy (OVX)

Eight-week-old female mice were overiectomized or sham-operated^32^, and samples were collected 4 weeks later.

### LPS-induced osteolysis in vivo

LPS (*Escherichia coli*, 026:B65; Lot #025M4088V; Sigma-Aldrich) was administered subcutaneously over the calvariae^30^ of 8-week-old male ddY mice at days 0, 1, 3, and 5 (3.75 mg/kg/day). A miR-125b mimic or its scrambled negative control (7 nmol each, Ambion) in AteloGene® (Koken) was injected subcutaneously into the region close to the LPS-treated sites 12 h before day 0 and at days 2 and 4. Calvariae were dissected at day 6 and fixed in 95% ethanol and 5% acetic acid for whole-mount TRAP staining.

### Cell cultures

MC3T3-E1 cells and ST2 cells were purchased from the RIKEN BRC. Human osteoblastic cells were kindly provided by DV Biologics. Mouse and rat calvaria cells were obtained from newborn C57BL/6 mice (around 3 days old) and 21-day-old fetal Wistar rats, respectively^50^. Briefly, calvariae were aseptically dissected and sequentially digested five times with type I collagenase (Sigma-Aldrich) for 10–20 min. Cell fractions, except for the first one, were separately cultured in α-MEM containing 10% FBS (Corning) and pooled the next day. We also established the MC3T3-E1 cell subclone (E1^low^) that expresses miR-125b at low levels by limiting dilution cloning^51^. To determine osteoblastogenesis, cells were plated at 3000 cells/cm^2^ in the above medium additionally supplemented with 50 µg/mL ascorbic acid (osteogenic medium) with or without 10 mM β-glycerophosphate (βGP) for 2–3 weeks. Cells were fixed with 4% PFA in PBS and subjected to ALP and von Kossa staining. Image J 1.48 software (NIH) was used to measure ALP- or ALP/von Kossa-positive (ALP^+^/von Kossa^+^) areas. ALP^+^/von Kossa^+^ nodules were counted under a microscope.

Bone marrow cells from 9–12-week-old male mice were hemolyzed as above and cultured at 500,000 cells/cm^2^ in non-adherent cell culture dishes with α-MEM supplemented with 10% FBS and 100 ng/mL M-CSF (R&D Systems) for 2 days. After removing non-adherent cells by washing with PBS, BMMs were collected using Cellstripper™ (Corning), passaged one time, and replated at 8000–20,000 cells/cm^2^ and cultured with 50 ng/mL RANKL (Oriental Yeast) and 50 ng/mL M-CSF for 4–5 days^16,18^. RAW-D cells were plated at 2000 cells/cm^2^ in the presence or absence of 50 or 100 ng/mL RANKL for 4 days^20^. TRAP-positive multinuclear cells (TRAP^+^ MNCs; five nuclei or more) were regarded as osteoclasts. In some resorption assays, Tg and WT BMMs (9500 cells/cm^2^) were cultured on calvarial bone chips (6 mm × 6 mm) for 6 days, followed by fixation with 4% PFA in PBS, TRAP staining, and Image J analysis. Calvarial bone chips were collected from either Tg or WT newborn mice and preserved in ice-cold methanol for a few days at −20 °C. All cells were cultured at 37 °C in a humidified atmosphere with 5% CO_2_ with medium changes every second or third day, unless otherwise specified.

### Resorption pit formation assay

BMMs at 100,000–280,000 cells on dentin slices (Wako) or bovine cortical bone slices were grown in α-MEM supplemented with 10% FCS, with 50 ng/mL M-CSF and 50 ng/mL RANKL up to 7–14 days. Dentin/bone slices were rinsed with ammonia water, stained with hematoxylin or toluidine blue^21^ and resorption pit areas measured by Image J.

### Isolation of MVs

MVs were isolated from the ECM deposited by osteoblasts^52^. Briefly, MC3T3-E1 cells, primary calvaria cells, and human osteoblastic cells were grown at 3000 cells/cm^2^ in osteogenic medium. To confirm the formation of bone-like nodules, βGP was added to parallel cultures. When the ECM (osteoid-like nodules) formed (−3 weeks), cultures without βGP were treated with 500 units/mL collagenase (Sigma-Aldrich) at 37 °C for 45 min under static conditions and for 15 min with shaking. Samples were then centrifuged at 20,000 × *g* for 20 min, and pellets were subjected to protein and total RNA extraction as cell extracts. Supernatants were centrifuged at 100,000 × *g* for 60 min, and the resultant pellets were resuspended in 100 mM mannitol in 10 mM HEPES (pH 7.5), followed by centrifugation at 350,000 × *g* for 30 min. Finally, MV pellets were resuspended in PBS and aliquots (2 μg protein/μL stock solution) were stored in liquid nitrogen until use. Two micrograms of protein/mL or less of MVs were used for bioassays.

### BCA protein assay

Protein levels in lysates of MVs or cells (Cell-LyEX MP, TOYO B-Net) including phosphatase inhibitors) were determined using colorimetric detection according to the manufacturer’s instructions (Pierce™ BCA protein assay kit, Thermo Fisher Scientific).

### Comprehensive analysis of miRNAs in MVs

miRNAs in MVs from MC3T3-E1 cells were extracted three times independently using a mirVana™ miRNA isolation kit, according to the manufacturer’s instructions (Ambion). Probe labeling (using 100 ng of total RNA) and hybridization were performed using a miRNA Complete Labeling and Hyb kit and a SurePrint G3 mouse miRNA microarray rel.17 kit, respectively (Agilent Technologies). miRNA profiling for three MVs was analyzed using an Agilent G2539A microarray scanner and analysis software GeneSpring GX (version 12.5.0, Agilent Technologies). Of miRNAs identified, we focused on those common to humans and mice, and predicted targets were searched using public databases (miRTarBase: http://mirtarbase.mbc.nctu.edu.tw; miRDB: http://mirdb.org/miRDB/; RNA22: https://cm.jefferson.edu/rna22v2/; and TargetScanHuman 6.2: http://www.targetscan.org/).

### AGO2 immunoprecipitation of bones

The osteocyte isolation method^53^ with slight modification was used to obtain miRNAs from bone matrices. Briefly, calvariae from 8–15-week-old male C57BL/6 mice were cut into small pieces (2 × 2 mm), washed, and digested with 300 U/mL collagenase (type I, Sigma-Aldrich) in isolation buffer (70 mM NaCl, 10 mM NaHCO_3_, 60 mM sorbitol, 30 mM KCl, 3 mM K_2_HPO_4_, 1 mM CaCl_2_, 1 mg/mL BSA, and 5 mg/mL glucose in 25 mM HEPES; pH7.4) at 37 °C for 20 min with shaking. Undigested bone pieces were then stirred two times with 10% EDTA in PBS at 37 °C for 20 min and 30 min. All digestion fractions were divided into cell pellets and bone matrix extracts by centrifugation. miRNAs were trapped by antibodies against AGO2 as part of the RISC^37^. Aliquots of cell pellets lysed with lysis buffer and bone matrix extracts were incubated with anti-AGO2 mouse antibody-conjugated magnetic beads at 4 °C overnight according to the manufacturer’s instructions (MagCapture miRNA kit, Wako). Mouse IgG (Santa Cruz Biotechnology)-conjugated Dynabeads Protein G (Life Technologies) were used as control. After washing, immunoprecipitates with magnetic beads were eluted and processed for RNA extraction according to the manufacturer’s instructions.

### miR-125b mimic transfection

RAW-D cells at 2000–3000 cells/cm^2^ were grown overnight and transfected with miR-125b mimic or its scrambled negative control (10 nM each) using RNAiMAX reagent (Life Technologies) or HiperFect Transfection Reagent (Qiagen), according to the manufacturers’ instructions. After 3 h, a small amount of fresh medium including RANKL (final 50 ng/mL) was added to cultures, and cells were maintained for an additional few days.

### *Prdm1* 3ʹUTR luciferase reporter vector and luciferase assay

The 3′UTR of *Prdm1* (2693-3145 in NCBI accession #: NM_007548.3) was amplified from genomic DNA of RAW-D cells. The amplified 3′UTR was cloned into the *SpeI* and *HindIII* sites of pMIR-REPORT (Invitrogen). The mutant 3′UTR^29^ was generated using primer sets and cloned as described above. Primer sets are shown in Supplementary Table 3. RAW-D cells were grown at 25,000 cells/cm^2^ overnight and then co-transfected with reporter plasmid (80 ng) and pGL44.74[hRluc/TK] vector (40 ng; Promega; Madison, WI) using Attractene Transfection Reagent (Qiagen), according to the manufacturer’s instructions. Twenty-four hours later, miR-125b mimic or negative control (10 nM each, Ambion) was introduced into cells as described above. Cells were maintained for an additional 36 h and then lysed in passive lysis buffer (Promega). Measurements were performed using the Dual-luciferase® reporter assay system (Promega).

### PCR analysis

Genomic DNA was extracted and the transgene was determined using KOD FX Neo (Toyobo) with specific primer sets. miRNAs in conditioned media were isolated by using a miRNeasy Serum/Plasma Advanced kit (Qiagen). Total RNA was isolated from cells using TriPure isolation reagent (Roche Diagnostics), and reverse-transcribed using ReverTra Ace® (Toyobo). For miRNAs, TaqMan® microRNA assays (Applied Biosystems), and their corresponding primer sets, including U6 (cells and MVs) and miR-16 (bone matrix) as internal controls, were used according to the manufacturers’ instructions. For mRNAs, *Rpl32* served as internal control, and qPCR amplification was conducted using Fast SYBR® green master mix (Applied Biosystems). The sequences of primer sets are shown in Supplementary Table 3.

### Statistics and reproducibility

Data are expressed as mean ± SD. Non-numerical data are shown as representative results of three independent experiments. Statistical differences were evaluated using either one-way or two-way analysis of variance (ANOVA), followed by Tukey’s multiple comparison (multiple groups) or Student’s *t*-test (two groups). A *P*-value < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Peer Review File

## Data Availability

The majority of the data supporting the findings of this study are included in this published article. Additionally, raw data are available from the corresponding author on reasonable request. The source data underlying plots are presented in Supplementary Data 1. The miRNA microarray data are deposited into NCBI GEO (accession number: GSE140242). miRNAs identified in MVs are shown in Supplementary Data 2.

# Supplementary material for: The matrix vesicle cargo miR-125b accumulates in the bone matrix, inhibiting bone resorption in mice
**Source:** Commun Biol. 2020 Jan 16;3:30. doi: 10.1038/s42003-020-0754-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

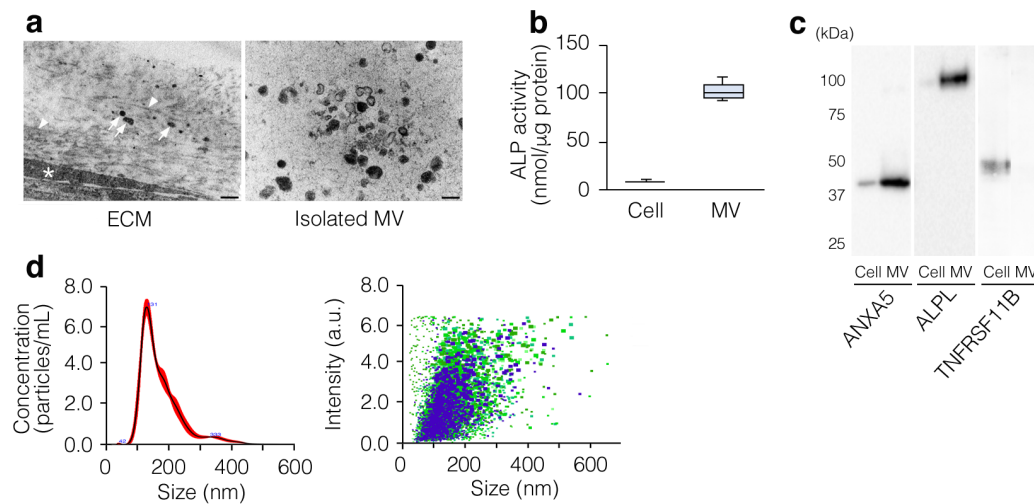

**Supplementary Figure 1. Matrix vesicles (MVs) isolated from the ECM of MC3T3-E1 cell cultures.** Cells were cultured until osteoid-like nodules were formed. The cell and MV fractions were isolated by collagenase digestion in combination with ultracentrifugation. **(a)** Transmission electron microscope images showing MVs in the ECM with cells and isolated MVs (representative images of three independent experiments). *Arrows* and *arrowheads* indicate MVs and collagen fibers, respectively. *Asterisk* shows cells. Scale bars, 500 nm (left) and 200 nm (right). **(b)** Alkaline phosphatase (ALP) activity of cells and MVs ( $n=3$ ). **(c)** Expression of ANXA5, ALPL and TNFRSF-11B (representative blotting of three independent experiments) is shown. MVs, 2 μg protein; cells, 10 μg protein. **(d)** Size distribution (concentrations and intensities) of isolated MVs (representative data sets of three independent experiments). MVs (5 μL stock solution) were diluted with PBS and analyzed by NanoSight NS300.

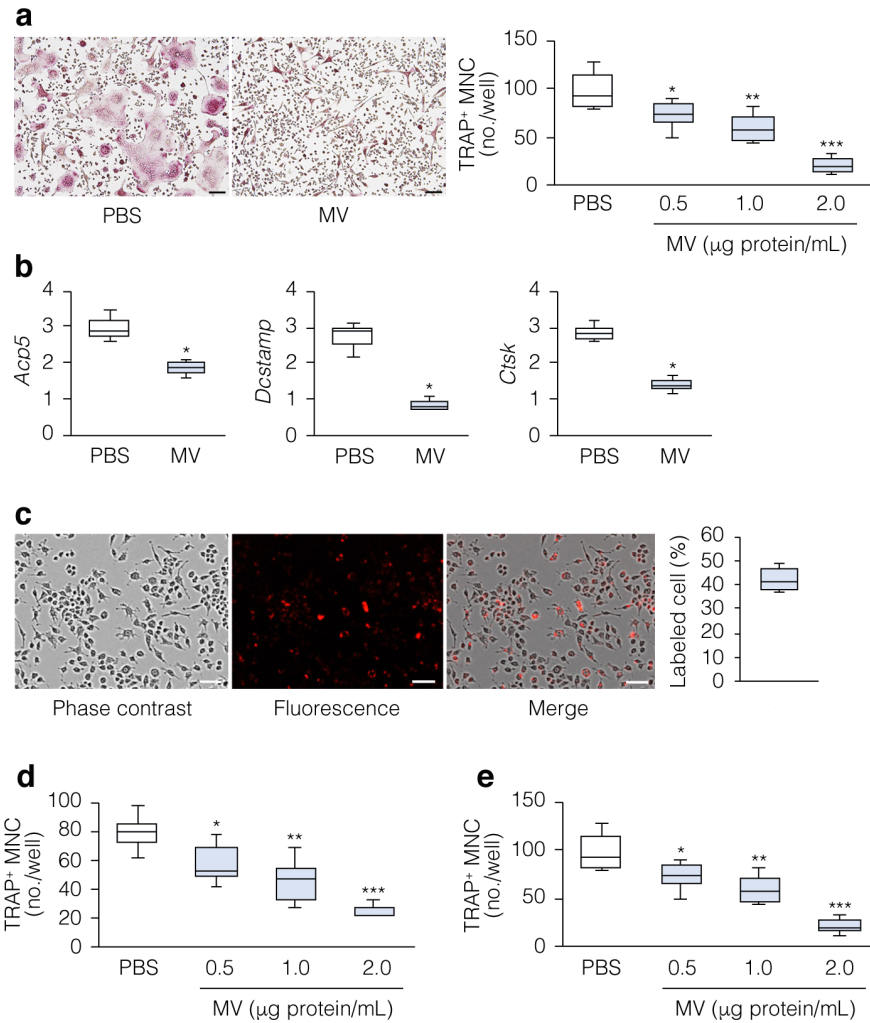

**Supplementary Figure 2. MVs inhibit TRAP<sup>+</sup> multinucleated cell (MNC) formation in RAW-D cell cultures.** Cells were stimulated with RANKL. **(a)** Representative images of TRAP<sup>+</sup> MNC formation and the number of TRAP<sup>+</sup> MNCs/well with MVs at indicated concentrations or PBS ( $n=6$ ). **(b)** Expression of osteoclast marker genes, *Acp5*, *Dcstamp*, and *Ctsk* ( $n=3$ ). *Rpl32* was used as internal control. Cells were treated with MVs (1 µg protein/mL) or PBS. **(c)** Representative images of incorporation of MVs labeled with lipophilic tracer DiI (2 µg protein/mL) into cells and the percentage of labeled cells ( $n=6$ ). **(d,e)** The number of TRAP<sup>+</sup> MNCs/well with or without rat **(d)** and human **(e)** MVs at indicated concentrations ( $n=6$ ). Scale bars, 100 µm. \* $P<0.05$ , \*\* $P<0.01$  and \*\*\* $P<0.001$  vs. PBS (-) by Tukey's multiple comparison **(a,d,e)** and by Student's *t*-test **(b)**.

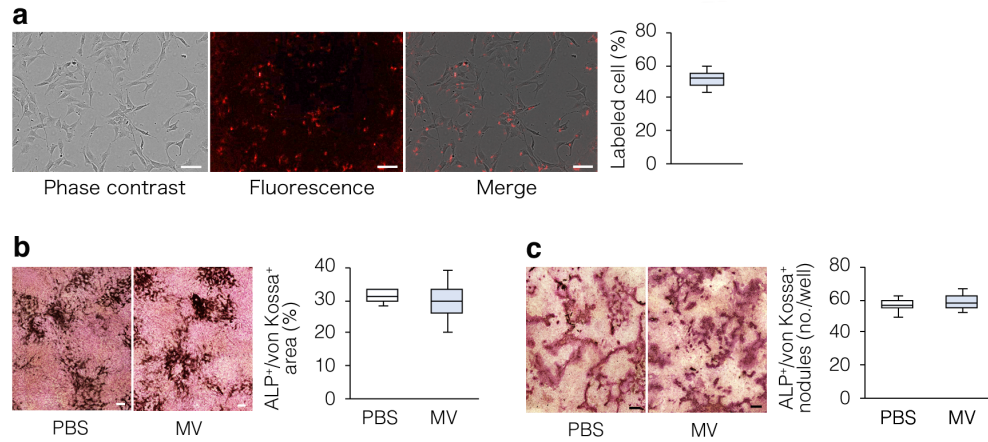

**Supplementary Figure 3. MVs have no effect on osteoblast development in vitro.** MC3T3-E1 cells (**a,b**) and rat primary osteoblasts (**c**) were treated with MVs (2  $\mu$ g protein/mL) or PBS under osteogenic conditions. (**a**) Representative images of incorporation of MVs labeled with lipophilic tracer DiI into cells and the percentage of labeled cells ( $n=6$ ). (**b,c**) Representative images of ALP/von Kossa staining showing osteoblast development and the percentage of ALP<sup>+</sup>/von Kossa<sup>+</sup> areas (**b**) and the number (**c**) of ALP<sup>+</sup>/von Kossa<sup>+</sup> nodules ( $n=4$ ). Scale bars, 100  $\mu$ m (**a**) and 500  $\mu$ m (**b,c**).

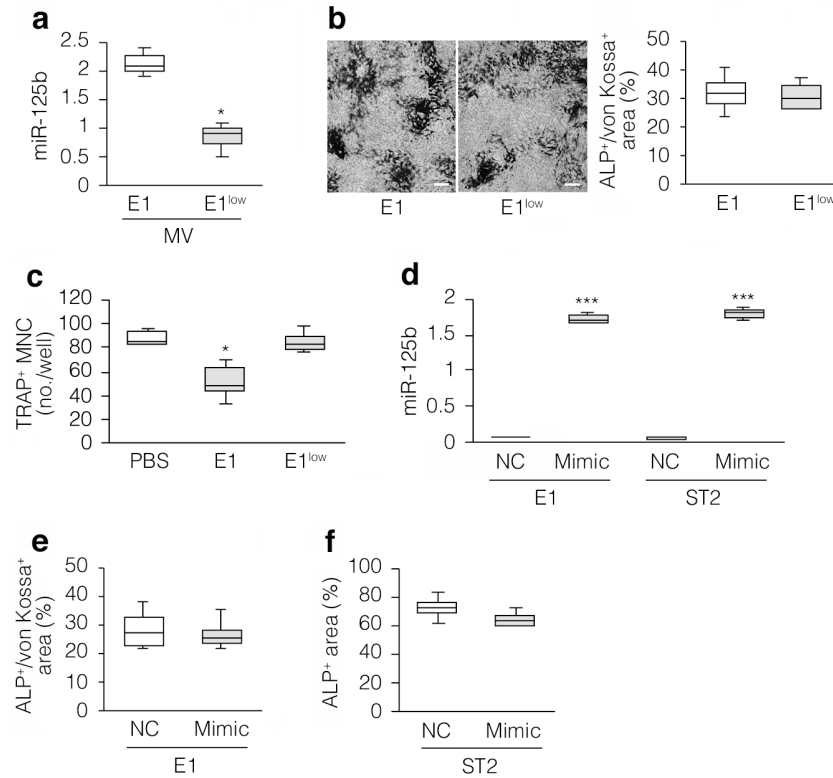

**Supplementary Figure 4. miR-125b levels are not implicated in osteoblast development in vitro.** MC3T3-E1 (E1) cells and E1<sup>low</sup> cells (the MC3T3-E1 subclone) were cultured under osteogenic conditions. **(a)** miR-125b levels in MVs; U6 was used as internal control ( $n=3$ ). **(b)** Representative images of ALP/von Kossa staining and the percentage of ALP<sup>+</sup>/vonKossa<sup>+</sup> areas ( $n=4$ ). Scale bars, 500  $\mu$ m. **(c)** The number of TRAP<sup>+</sup> multinucleated cells (MNCs)/well in RAW-D cell cultures treated with E1<sup>low</sup> MVs, E1 MVs (1  $\mu$ g protein/mL each) or PBS ( $n=6$ ). RAW-D cells were stimulated with RANKL. **(d)** miR-125b levels in E1 cells and ST2 cells transfected with miR-125b mimic (Mimic) or negative control miRNA (NC); U6 was used as internal control ( $n=3$ ). **(e,f)** The percentage of ALP/von Kossa<sup>+</sup> areas in E1 cell cultures and ALP<sup>+</sup> areas in ST2 cell cultures, when transfected with Mimic or NC ( $n=4$ ). \* $P<0.05$  and \*\*\* $P<0.001$  vs. matched control by Student's  $t$ -test (**b,d**) and by Tukey's multiple comparison (**c**).

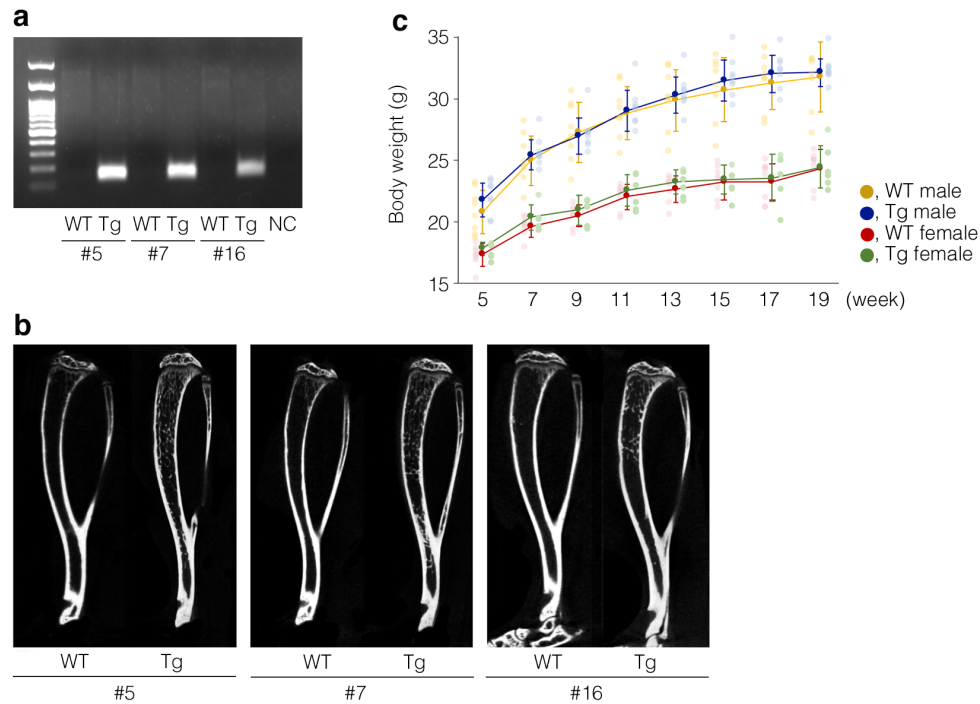

**Supplementary Figure 5. Three transgenic (Tg) mouse lines expressing miR-125b in osteoblasts have increased trabecular bones.** (a) Representative agarose gel electrophoresis of a PCR product of transgene in 9-week-old male Tg lines #5 and #7 and 12-week-old male Tg line #16, and corresponding wild type (WT) littermates (representative images of 5 mice in each genotype). NC, Negative control for PCR. A 100 bp DNA size marker is shown. (b) Representative 2D images of micro computed tomography (μCT) of tibiae of three mouse lines (representative images of 5 mice in each genotype). (c) Growth curves of #5 male and female Tg and WT mice. Results are presented as mean  $\pm$  SD.  $n=6$ .

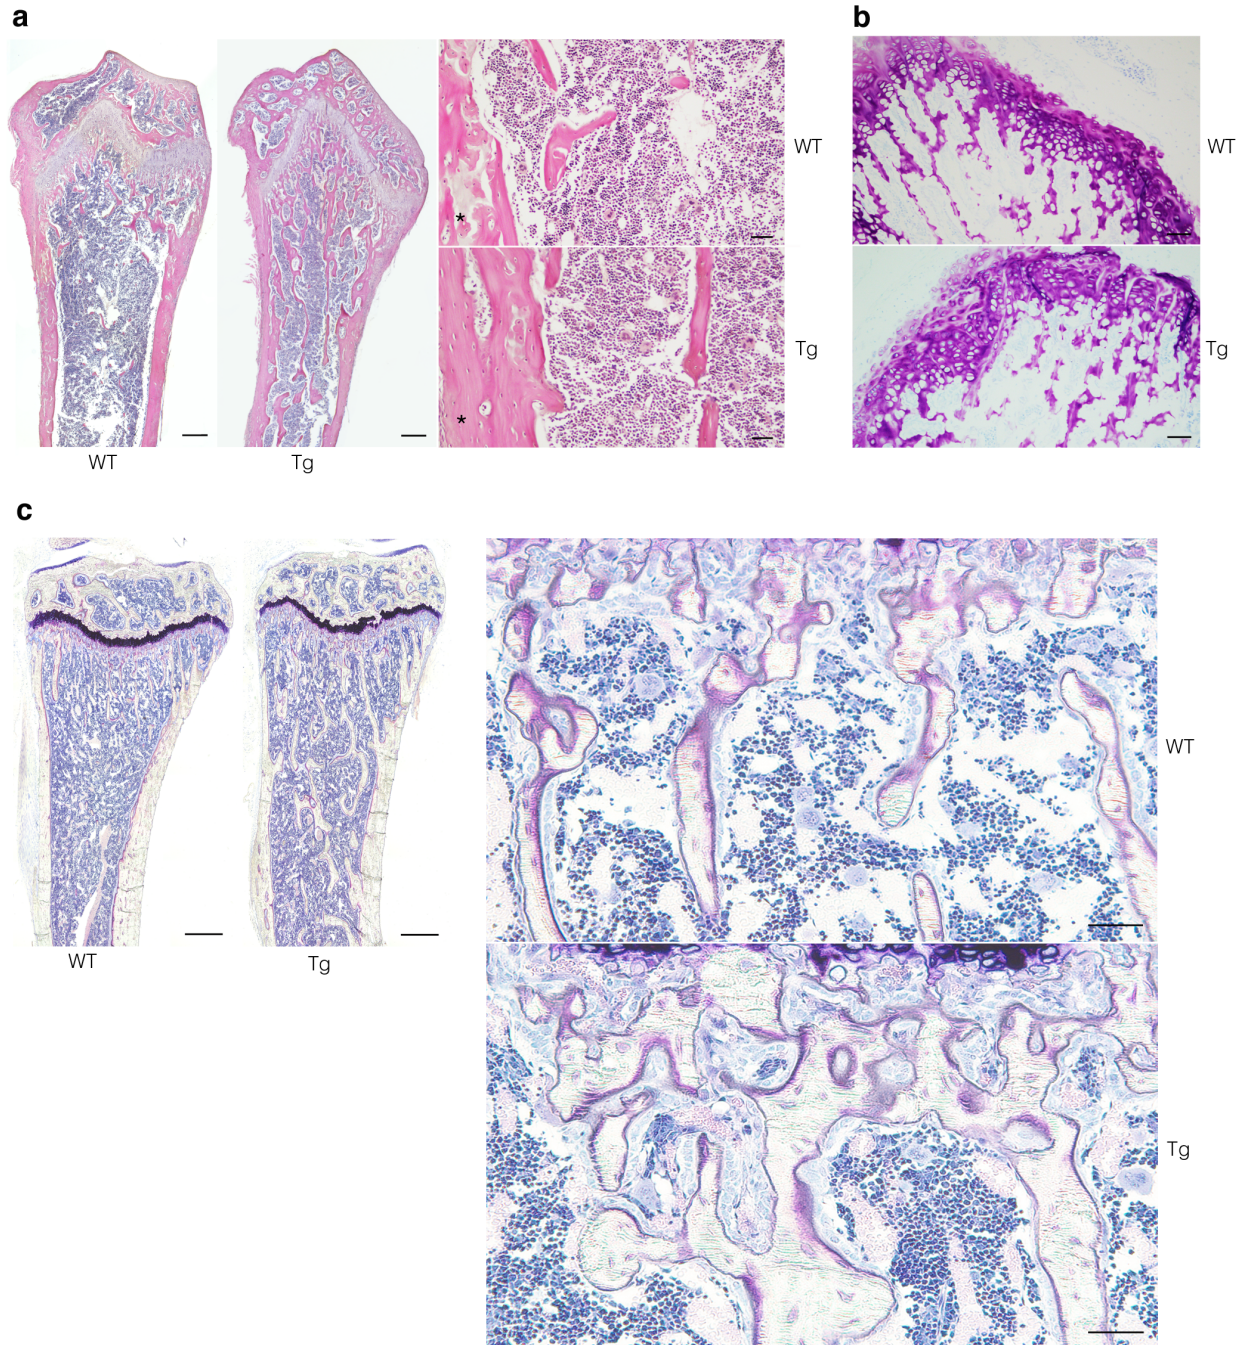

**Supplementary Figure 6. Histological analysis of the Tg and WT femurs and tibiae.**

Demineralized paraffin sections (a,b; 5  $\mu$ m thickness) of the distal femurs and plastic sections (c; 4  $\mu$ m thickness) of proximal tibiae were prepared from 9-week-old and 10-week-old female mice, respectively. (a) H&E staining; low magnification images (left panels; scale bars, 250  $\mu$ m) and bone marrow cells with cortical bone (\*) at high magnification (right panels; scale bars, 50  $\mu$ m). (b) Growth plates stained with toluidine blue. Scale bars, 50  $\mu$ m. (c) Villanueva staining; low magnification images (left panels; scale bars, 250  $\mu$ m) and primary spongiosa at high

magnification (right panels; scale bars, 50  $\mu\text{m}$ ). All images are representative of 5 mice in each phenotype.

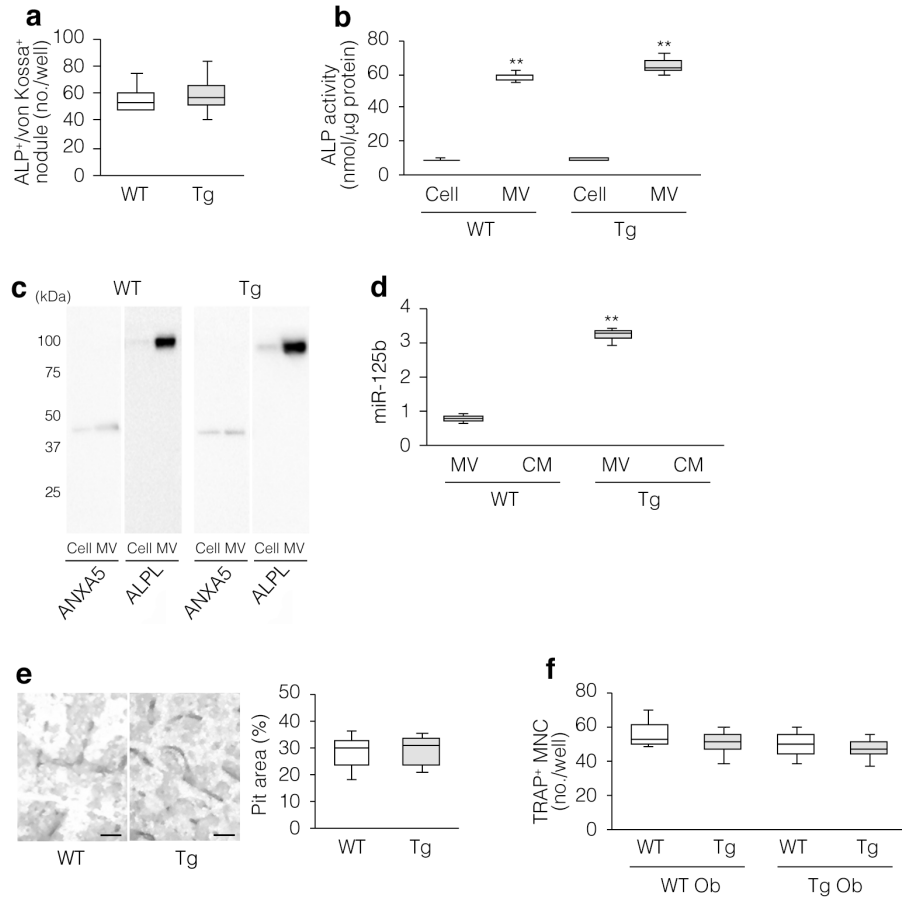

### Supplementary Figure 7. Characteristics of Tg and WT calvaria osteoblasts and BMMs.

Calvaria cells isolated from newborn mice were cultured under osteogenic conditions. The cell and MV fractions were isolated and conditioned media (CM) were collected, when osteoid-like nodules formed. **(a)** The number of ALP/von Kossa<sup>+</sup> nodules/well measured using ImageJ ( $n=4$ ). **(b)** ALP activities in cells and MVs ( $n=3$ ). **(c)** Expression of ALPL and ANXA5 in cells (10 μg protein) and MVs (2 μg protein) (Representative blotting of three independent experiments). **(d)** miR-125b levels in MVs and CM; U6 (MV) and miR16 (CM) were used as internal controls ( $n=3$ ). **(e)** Representative images of resorption pits (scale bars, 50 μm) and the percent of Pit areas. **(f)** The number of TRAP<sup>+</sup> multinucleated cells (MNCs) of either Tg or WT BMMs cocultured with Tg vs. WT osteoblasts (Ob). BMMs obtained from 9-week-old male mice ( $n=6$ ). Obs forming osteoid-like nodules were derived from newborn mouse calvariae ( $n=6$ ). 1,25-dihydroxyvitamin D<sub>3</sub> and prostaglandin E<sub>2</sub> were used to induce osteoclastogenesis. \*\* $P<0.01$  vs. matched control by Student's  $t$ -test **(b,d)**.

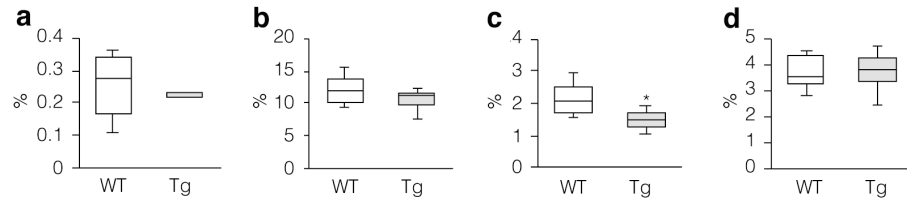

**Supplementary Figure 8. FACS analysis of bone marrow cells in 8-week-old Tg and WT male mice.** The percentages of hematopoietic stem cells (a), B cells (b), T cells (c) and macrophages (d) are shown ( $n=8$ ). \* $P < 0.05$  by Student's  $t$ -test.

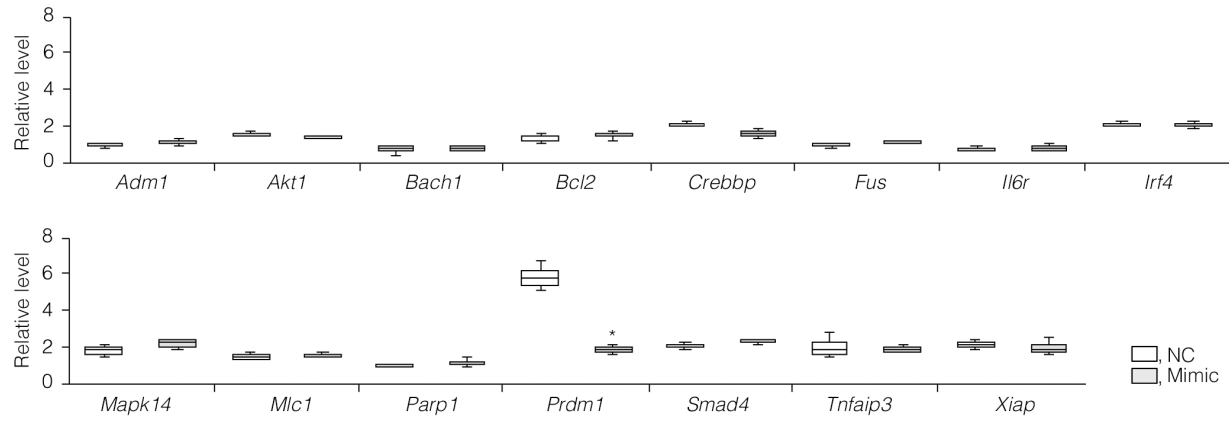

**Supplementary Figure 9. *Prdm1* is downregulated in RAW-D cells transfected with miR-125b mimic.** Cells were transfected with miR-125b mimic (Mimic) or negative control miRNA (NC) in the presence of RANKL for 48 h; *Rpl32* was used as internal control ( $n=3$ ). \* $P<0.05$  by Student's  $t$ -test.

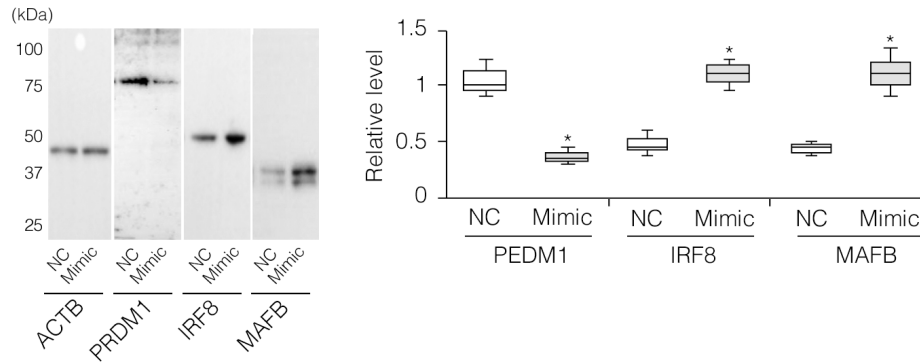

**Supplementary Figure 10. Western blot analysis of PRDM1, IRF8, and MAFB in RAW-D cells transfected with miR-125b mimic.** Cells transfected with miR-125b mimic (Mimic) or negative control miRNA (NC) in the presence of RANKL for 48 h were lysed for Western blotting analysis. Representative blotting of three independent experiments. Relative expression levels are presented ( $n=3$ ). The intensities of NC in PRDM1 and of Mimic in MAFB and IRF8 were set at 1.0. ACTB was used as internal control. Aliquots of cell lysate (10  $\mu$ g protein) were used for analysis. \* $P<0.05$  by Student's  $t$ -test.

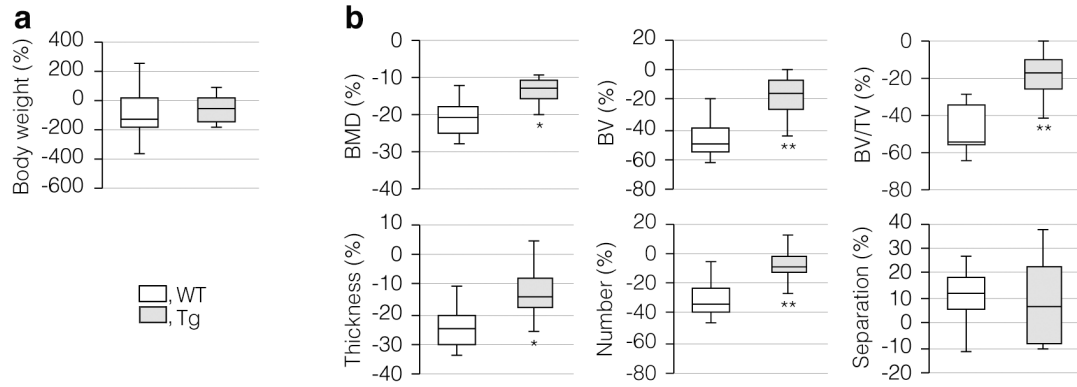

**Supplementary Fig. 11. Tg mice protect bone from neurectomy.** Ten-week-old male Tg and WT mice were either sham-operated or bilaterally sciatic neurectomized (NX) and analyzed 4 weeks post operation. Data are shown as percent changes of sham-operated mice vs. NX mice (see Fig. 4(d)). (a) Body weights. (b) Bone morphometric parameters of the distal femurs (WT,  $n=7$ ; Tg,  $n=10$ ). \* $P<0.05$  and \*\* $P<0.01$  by Student's  $t$ -test.

## Supplementary Tables

**Supplementary Table 1.** Relatively abundant miRNAs in MVs and their possible target genes in correlation with or without osteoclast formation

| ID                | Normalized value | Predicted target gene    | Effect on osteoclast formation | Reference                                                                            |
|-------------------|------------------|--------------------------|--------------------------------|--------------------------------------------------------------------------------------|
| mmu-miR-5126      | 9.203            | Dicer1, Gnl3l, Nedd4l    |                                |                                                                                      |
| mmu-miR-3963      | 9.193            | Zfp799, Haus2, Dmrt1     |                                |                                                                                      |
| mmu-miR-5126      | 9.203            | Dicer1, Gnl3l, Nedd4l    |                                |                                                                                      |
| mmu-miR-4661-5p   | 8.745            | Snap35, Prc2b, Skc6a6    |                                |                                                                                      |
| mmu-miR-3960      | 8.104            | NDUFA11, C19orf26, TOR4A | Not reported                   |                                                                                      |
| mmu-miR-574-5p    | 7.501            | Dera, Nusap1, FOXN3      | Not reported                   |                                                                                      |
| mmu-miR-1224-5p   | 7.355            | NUP62, WSF2, Smg1        | Not reported                   |                                                                                      |
| mmu-miR-3082-5p   | 7.102            | Kif1b, Hs3st3b1, Dusp9   |                                |                                                                                      |
| mmu-miR-1187      | 6.731            | Ado, Lifr, Igf2          |                                |                                                                                      |
| mmu-miR-709       | 6.69             | Ctcf1, Myc, Akt1         |                                |                                                                                      |
| mmu-miR-5100      | 6.446            | EIF5, NPEPPS, SESN3      | Not reported                   |                                                                                      |
| mmu-miR-211-3p    | 6.409            | CHAC1, TNFSF9, SET       | Not reported                   |                                                                                      |
| mmu-miR-5103      | 6.356            | Gla                      |                                |                                                                                      |
| mmu-miR-699n      | 6.331            | Hdac5, Runx2, TXNIP      | Not reported                   |                                                                                      |
| mmu-miR-2861      | 5.643            | RUNX2, HDAC5             | Suppression                    | Kim, J. H., et al. <i>Biochem J.</i> <b>436</b> , 254-262 (2011).                    |
| mmu-let-7b-5p     | 5.576            | CDK6, SLC25A1, RHD10     | Suppression                    | Ogasawara, T., et al. <i>J Bone Miner Res.</i> <b>19</b> , 1128-1136 (2004).         |
| mmu-miR-494-3p    | 5.542            | PTEN, CDK6, BCL2         | Not reported                   |                                                                                      |
| mmu-miR-483-5p    | 5.492            | Soes3, SRF, MAPK3        | Activation                     | Oh, J. H., et al. <i>Cell Signal.</i> <b>27</b> , 2325-2331 (2015).                  |
| mmu-miR-32-3p     | 5.44             | KIF5B, WNK1, VPS4A       | Not reported                   |                                                                                      |
| ✓ mmu-miR-125b-5p | 5.432            | VDR, CYP24A1, PRDM1      | Activation                     | Nisikawa, K., et al. <i>Proc Natl Acad Sci U S A.</i> <b>107</b> , 3117-3122 (2010). |
| ✓ mmu-let-7c-5p   | 5.161            | TGFBFR1, HMG2, BCL2      | Activation                     | Miyachi, Y., et al. <i>J Exp Med.</i> <b>207</b> , 751-762 (2010).                   |
| mmu-miR-1927      | 5.132            | Sin3a, Kcnj5, Sos1       |                                | McGill, C. G., et al. <i>Cell</i> <b>109</b> , 707-718 (2002).                       |
| mmu-miR-504-3p    | 5.107            | FBX028, BIRC5, SEPT2     |                                |                                                                                      |
| mmu-miR-468-3p    | 4.964            | Hells, Zfp128, Xiap      | Not reported                   |                                                                                      |
| mmu-miR-3473b     | 4.667            | Adams14, Nav2, Cpox      |                                |                                                                                      |
| mmu-miR-1895      | 4.603            | Car5b, Lsm11, Rabgta     |                                |                                                                                      |
| mmu-miR-500-3p    | 4.581            | Mtx3, Impad1, Fam214b    |                                |                                                                                      |
| mmu-miR-5119      | 4.475            | Gm5148, Zer1, Wdr43      |                                |                                                                                      |
| ✓ mmu-miR-199a-3p | 4.441            | MET, CD44, MTOR          | Activation                     | Suzuki, K., et al. <i>J Bone Miner Res.</i> <b>17</b> , 1486-1497 (2002).            |
| mmu-let-7f-5p     | 4.425            | IL13, BMP4, IGF1         | Not reported                   |                                                                                      |
| mmu-miR-466m-5p   | 4.409            | Zfp157, Ins4, Oxsam      |                                |                                                                                      |
| mmu-miR-6991-5p   | 4.309            |                          |                                |                                                                                      |
| mmu-miR-3070b-3p  | 4.301            |                          |                                |                                                                                      |
| mmu-miR-672-5p    | 4.254            | Tet1, Eph44, Psd3        |                                |                                                                                      |
| mmu-miR-721       | 4.19             | Meox2, Tmem25, Snx27     |                                |                                                                                      |
| ✓ mmu-miR-21a-5p  | 4.121            | Fas1, Peli1, Pdcd4       | Activation                     | Park, H., et al. <i>J Immunol.</i> <b>175</b> , 7193-7201 (2005).                    |
| mmu-let-7a-5p     | 4.101            | NKIRAS2, NF2, FOXO1      | Suppression                    | Tan, P., et al. <i>Sci Rep.</i> <b>5</b> , 16835 (2015).                             |
| mmu-miR-699c-5p   | 4.022            |                          |                                |                                                                                      |

See Table 1 for normalized values and light blue columns. 

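In the order of mean normalized values of the 180 miRNAs detected in at least 1 isolation, miR-125b-5p was at place 20. By signal within each array, it was at place 32 of 86 detected miRNAs in isolation 1, 15 of 179 in isolation 2 and 17 of 164 in isolation 3. Probes differ in their response, so this is an order of signals and not of RNA amounts. The 10 miRNAs with the highest mean normalized value among those detected in all isolations were miR-5109, miR-5126, miR-3963, miR-466i-5p, miR-3960, miR-574-5p, miR-1224-5p, miR-3082-5p, miR-1187 and miR-709. Their means ranged from 11.30 ± 3.53 (SD, n = 3) for miR-5109 to 6.84 ± 3.88 (SD, n = 3) for miR-709. Each SD includes the shift of isolation 1, which all miRNAs of an array share, so the order was compared within arrays. Of the 9 neighboring pairs in this order, 4 had the same order of signals in all 3 isolations and 5 did not. The 10 brightest miRNAs of each array took 73.8% ± 2.63 (SD, n = 3) of the summed signal of its detected miRNAs, and the 5 brightest took 63.1% as a mean of the arrays. The signal of miR-125b-5p was 0.351% of that sum in isolation 1, 0.955% in isolation 2 and 0.770% in isolation 3. These shares depend on miR-5109, the brightest in each array, with signals of 4194, 12973 and 14059 in sums of 13558, 42478 and 35179. Its name matches no gene in the RefSeq table of GRCm38.p6, and it is not in Supplementary Data 2.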

Genes in green have been reported to be directly involved in osteoclast formation (see references). 

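Among the relatively abundant miRNAs, miR-125b-5p, let-7c-5p, miR-199a-3p and miR-21a-5p were each detected in all 3 isolations. The log2 signal of miR-125b-5p was 5.57, 8.66 and 8.08 in isolations 1, 2 and 3 (7.44 ± 1.64, SD, n = 3). For let-7c-5p it was 4.74, 8.54 and 8.23 (7.17 ± 2.11), for miR-199a-3p 3.57, 8.07 and 7.71 (6.45 ± 2.50), and for miR-21a-5p 3.34, 7.68 and 7.37 (6.13 ± 2.42). The mean normalized value was 5.58 ± 2.87 (SD, n = 3) for miR-125b-5p, 5.31 ± 2.38 for let-7c-5p, 4.59 ± 1.99 for miR-199a-3p and 4.27 ± 2.07 for miR-21a-5p. The paper's normalized values of these miRNAs are 5.432, 5.161, 4.441 and 4.121, respectively. Within arrays, the signal of let-7c-5p was above that of miR-199a-3p, and that of miR-199a-3p above that of miR-21a-5p, in all 3 isolations, whereas miR-125b-5p was above let-7c-5p in isolations 1 and 2 only. With 3 arrays, these orders of signals were not tested. Isolation 1 weighs most on these values. Without it, the normalized value of miR-125b-5p was 3.93, and with isolation 2 or 3 left out it was 6.40 or 6.42. The reference of the shift moved it more, to -1.44 with the 90th percentile taken over the 84 miRNAs detected in all isolations and to 10.76 with the 75th percentile over all mouse miRNAs. Near-identical miRNAs can share signal. Of these, miR-125a-5p was not detected in isolation 1 and had log2 signals of 4.51 and 4.07 in isolations 2 and 3. The let-7 family members let-7a-5p, let-7b-5p and let-7i-5p were detected in all isolations, and let-7d-5p, let-7e-5p, let-7f-5p and let-7g-5p in isolations 2 and 3 only.

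**Figure D2:**
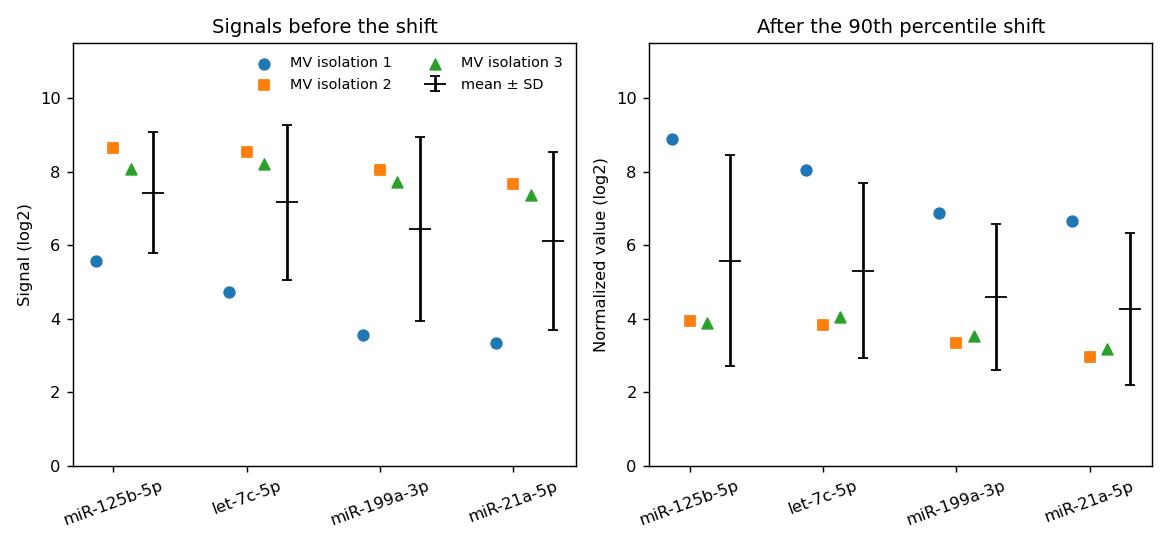
Log2 signals (left) and normalized values after subtraction of each array's 90th percentile (right) of the 4 miRNAs. Symbols are the 3 MV isolations, and the horizontal bars with whiskers are the mean ± SD (n = 3). Isolation 1 has the lowest signal of each miRNA before the shift and the highest value after it, as for miR-125b-5p with 5.57 and 8.90.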

We chose the four miRNAs delineated with check marks.

**Supplementary Table 2.** The possible effects of predicted targets of miR-125b on osteoclast formation

| GSS              | ✓                                        | ✓ | ✓                    |                                                                                 |  |
|------------------|------------------------------------------|---|----------------------|---------------------------------------------------------------------------------|--|
| IKZF2            | ✓                                        | ✓ | ✓                    |                                                                                 |  |
| IKZF3            | ✓                                        | ✓ | ✓                    |                                                                                 |  |
| IKZF4            | ✓                                        | ✓ | ✓                    |                                                                                 |  |
| ICAM2            | ✓                                        |   | ✓                    |                                                                                 |  |
| VPS4B            | ✓                                        |   |                      |                                                                                 |  |
| CCNJ             | ✓                                        | ✓ |                      |                                                                                 |  |
| ENPEP            | ✓                                        | ✓ |                      |                                                                                 |  |
| CSNK2A1          | ✓                                        | ✓ |                      |                                                                                 |  |
| MEGF9            | ✓                                        | ✓ |                      |                                                                                 |  |
| MAN1B1           | ✓                                        | ✓ | ✓                    |                                                                                 |  |
| TACSTD2          | ✓                                        |   |                      |                                                                                 |  |
| EPOR             | ✓                                        |   |                      |                                                                                 |  |
| AHRR             | ✓                                        |   |                      |                                                                                 |  |
| SCNN1A           | ✓                                        | ✓ | ✓                    |                                                                                 |  |
| VPS51            | ✓                                        |   |                      |                                                                                 |  |
| SIRT7            | ✓                                        | ✓ | ✓                    |                                                                                 |  |
| DUSP6            | ✓                                        | ✓ | ✓                    |                                                                                 |  |
| TET2             | ✓                                        |   |                      |                                                                                 |  |
| Predicted target | Validation Method (less strong evidence) |   | Osteoclast formation | Reference (representative)                                                      |  |
| XIAP             | Next-generation DNA sequencing           |   | ✓                    | Koka, K. et al. <i>Endocrinology</i> <b>141</b> , 2995-3005 (2000).             |  |
| ADRM1            | Next-generation DNA sequencing           |   | ✓                    | Kim, T. et al. <i>Biochem Biophys Res Commun</i> . <b>390</b> , 585-590 (2009). |  |
| BACH1            | Next-generation DNA sequencing           |   | ✓                    | Hama, M. et al. <i>Arthritis Rheum</i> . <b>64</b> , 1518-1582 (2012).          |  |
| CREBBP           | Next-generation DNA sequencing           |   | Indirect             | Cary, R. L. et al. <i>J Bone Miner Res</i> . <b>28</b> , 1599-1610 (2013).      |  |
| FUS              | Next-generation DNA sequencing           |   | ✓                    | Bronisz, A. et al. <i>J Biol Chem</i> . <b>289</b> , 326-334 (2014).            |  |
| PARP1            | Next-generation DNA sequencing           |   | Inhibition           | Beranger, G. E. et al. <i>J Bone Miner Res</i> . <b>22</b> , 975-983 (2007).    |  |

Predicted targets of miR-125b in light green columns are positively implicated in osteoclast formation. Genes in Light yellow columns were used as negative controls for qRT-PCR analysis.

**Supplementary Table 3. Primer sets for PCR**

| Gene                   | Primers (5' - 3')                                         | GeneBank Accession number <i>etc.</i> | Species |
|------------------------|-----------------------------------------------------------|---------------------------------------|---------|
| Osteocalcin promoter   | AACAAGGTGGTTAGACTGCAAAG                                   | BAC clone (RP11-964F7)                | Human   |
|                        | AACAAGGTGGTTAGACTGCAAAG                                   |                                       |         |
|                        | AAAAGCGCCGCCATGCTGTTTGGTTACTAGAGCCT                       |                                       |         |
|                        | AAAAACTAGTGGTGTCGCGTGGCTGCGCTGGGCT                        |                                       |         |
| βglobin                | CTGGTCATCATCTGCCTTT                                       | Transgene in Tg mice                  | Rabbit  |
|                        | TTAAGCTTACAAAGAATGGCCACAGG                                |                                       |         |
| 3'UTR of Prdm1         | TTACTAGTATGGCTTGGTGAATCAGGG<br>TTAAGCTTACAAAGAATGGCCACAGG | NM_007548.3                           | Mouse   |
| 3'UTR of Prdm1, mutant | CTAGTCACCATAAATGAGGCAAAGACTC<br>TTTGGTAACATTTGGAGTCCCTTC  |                                       |         |
| Adm1                   | GCCCTCTCATGTGCCAGTT<br>CATGTGCTGCAATGGCTTTG               | NM_019822.3                           | Mouse   |
| Akt1                   | CCCTTCTACAACCAAGGACCA<br>ATACACATCCTGCCACACGA             | NM_001165894.1                        |         |
| Actb                   | TTTTCAGCCTTCTCTCTTG<br>ACGGATGTCAACGTCACACT               | NM_007393                             |         |
| Bach1                  | CAGGGGGACAGTCAGTAGGA<br>AGATGCAGCATGCAAATGAAG             | NM_007520.2                           |         |
| Bcl2                   | TGAGGACCCAATCTGGAAAC<br>CTTGCAATGAATCGGGACTT              | NM_009741                             |         |
| Bcl6                   | GGCCAGTGAAAGCAGAAATGG<br>ACGACCTCACGACCTCGGTA             | NM_009744                             |         |
| Catpk                  | CTTCCAATACGTGCAGCAGA<br>TCTTCAGGGCTTCTCGTTC               | AK_003425                             |         |
| Crebbp                 | TGAACATCATGAACCCAGGA<br>AGCAGCTGTCTCTCACCAT               | NM_001025432.1                        |         |
| Destamp                | AGAGAGGGTGACGGGAAACC<br>GGCCAGAAAGAGGGACTGT               | NM_029422                             |         |
| Fus                    | CCCTGGCAAGATGGACTC<br>AACTTCAGGAGCCAGGCTAA                | NM_139149.2                           |         |
| Il6r                   | AGGGTGTGTCTCTCTGCTA<br>CATCTGAGGCCACTCAGTCA               | NM_001310676.1                        |         |
| Irf4                   | GGCCCAACAAGCTAGAAAGA<br>CCATGGTGAGCAAAACACTTG             | NM_013674                             |         |
| Irf8                   | GTTCCGTATCCCTTGGAAGC<br>GTCTCCACGTGGCTGGTTC               | BC_005450                             |         |
| Maib                   | TCGTCCAGGAAGAGCAGAG<br>CGGCTGAGAGCCAGTGTCT                | NM_010658                             |         |
| Mapk14                 | CCTTTGAAAGCAGGGACCTT<br>GTGGCACAAGCTGATGACT               | NM_001168513                          |         |
| Mcl1                   | TGGGTTTGTGGAGTTCTTC<br>AAAGCCAGCAGCACATTCT                | NM_008562.3                           |         |
| Nfatc1                 | GCCAGTACCAGCGTTTCACG<br>CTGGCTCATTTGGTCCACAGG             | NM_001164112                          |         |
| Prdm1                  | CAGACCTGCAACAAGGTTT<br>TCGAAGGTGGGTCTTGAGAT               | NM_007548                             |         |
| Rpl32                  | AGTTCATCAGGCACCACTCA<br>TGTCATGCTCTGGGTTT                 | NM_172086                             |         |
| Parp1                  | AGAGGTTCCACTGGGAACAG<br>GATTCACTGAGCAATGTCGT              | NM_007415.2                           |         |
| Smad4                  | ATGGCTATGTGGATCCTTCG<br>CCAAACGTACCTTCACCTT               | NM_008540.2                           |         |
| Tnfaip3                | TGGGAAGGGACACAACCTACA<br>GCAGAAACTTCTCGTCTC               | NM_001166402.1                        |         |
| Tracp                  | AACGTCTCTGCACAGATTGC<br>AAGCGCAAACGGTAGTAAGG              | BC_012911                             |         |
| Xiap                   | CCCAAAGCTCATGGTCAGTT<br>GCTCTCACCTTCCACATTG               | NM_001301639.1                        |         |

**Supplementary Table 4. Antibodies for FACS**

| Cell type                     | Antinody              |
|-------------------------------|-----------------------|
| Hematopoietic stem cell (HSC) | Cocktail-FITC         |
|                               | CD117-PE              |
|                               | CD34-APC              |
|                               | Sca1-BV421            |
| Macrophage                    | CD115-Alexa Fluor 488 |
|                               | CD11b-APC             |
|                               | F4/80-BV421           |
| Osteoclast precursor          | CD115-Alexa Fluor 488 |
|                               | CD11b-APC             |
|                               | CD117-PE              |
| B cell                        | CD19-FITC             |
|                               | CD45R/B220-PE         |
| T cell                        | CD3-BV421             |

## **Supplementary Methods**

### **Transmission electron microscopy**

MC3T3-E1 cells at day 14 on coverslips and their corresponding MV pellets were fixed in 2% glutaraldehyde in 0.1 M cacodylate buffer (pH 7.4) at 4°C overnight. Samples were post-fixed in 1% osmium tetroxide in 0.1 M phosphate buffer (pH 7.4) for 1 h, rinsed, dehydrated, and embedded in epoxy resin. Ultrathin sections were mounted on a copper grid and examined using a JEM-1230S (JEOL, Tokyo, Japan) at 80 kV.

### **NanoSight analysis**

MVs isolated from MC3T3-E1 (5 µL stock solution) were suspended in PBS and subjected to NanoSight analysis (NS300, Quantum Design), according to the manufacturer's instructions.

### **Histology**

Decalcified paraffin sections were stained with hematoxylin and eosin or toluidine blue. Plastic sections were stained with Villanueva.

### **Sciatic neurectomy (NX)**

Bilateral sciatic neurectomy<sup>33</sup> or sham operation was performed on 10-week-old male mice, and mice were fed for additional 4 weeks.

### **Cocultures**

Calvaria cells derived from newborn Tg and WT were seeded at 3,000 cells/cm<sup>2</sup> and maintained with osteogenic medium until osteoid like-nodules were formed as osteoblasts (see the Methods). BMMs were obtained from 10-week-old male Tg and WT mouse femurs and tibiae (see the Methods). Osteoblasts were pretreated 1,25-dihydroxyvitamin D<sub>3</sub> (10 nM) and prostaglandin E<sub>2</sub> (1 µM) for a day and subsequently overlaid with or without matched- and unmatched-mouse line BMMs (12,000 cells/cm<sup>2</sup>) and maintained until multinucleated cells are formed<sup>1</sup>. After fixation with 4% PFA in PBS, TRAP staining was performed.

### **MV labeling and uptake**

MC3T3-E1 cells were incubated with Vybrant® DiI cell-labeling D-282 solution (5 µM final concentration; Life Technologies) at 37°C for 30 min according to the manufacturer's instructions. MVs were isolated as described in the Methods. MC3T3-E1 cells and RAW-D cells were grown at 3,000 cells/cm<sup>2</sup> and 2,200 cells/cm<sup>2</sup>, respectively, in glass bottom dishes (Greiner Bio-One,) for 1 day, and then treated with labeled MVs (2 µg/mL protein). Time-lapse imaging was conducted using the Incucyte™ Zoom system (Essen BioScience).

### **Alkaline phosphatase (ALP) activity**

ALP activity in aliquots (protein levels) of lysates were measured using a LabAssay™ ALP kit (WAKO). Aliquots of samples (2 µg protein) were subjected to assays.

### **Western blotting**

Aliquots of lysates (MVs, 2µg protein; cells, 10 µg protein) were resolved on SDS-PAGE under reducing conditions and electroblotted onto nitrocellulose membranes (Hybond-ECL™; Millipore). Membranes were incubated with 0.5% casein in Tris-buffered saline including

0.025% Tween 20 and probed with primary antibodies against ALPL, ANX5 and TNFRSF11B (×500 each, R&D Systems), PRDM1 (×1,000, Cell Signaling Technology), IRF8 and MAFB (×500 each, Proteintech) at 4°C overnight. Membranes were then treated with horseradish peroxidase-conjugated secondary antibody (Santa Cruz Biotechnology), followed by chemiluminescence detection (Lumi-Light<sup>PLUS</sup>, Roche Diagnostics).

#### **FACS analysis**

Bone marrow cells were assessed by FACS, as described in the Methods. See a panel of antibodies used (BioLegend) (Supplementary Table 4).

#### **Statistical analysis**

Statistical differences were evaluated as described in the Methods.

### **Supplementary Reference**

1. Marino, S., Logan, J. G., Mellis, D. & Capulli, M. Generation and culture of osteoclasts. *BoneKEy Reports* **3**, 570 (2014).

# Supplementary material for: The matrix vesicle cargo miR-125b accumulates in the bone matrix, inhibiting bone resorption in mice
**Source:** Commun Biol. 2020 Jan 16;3:30. doi: 10.1038/s42003-020-0754-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

Supplementary Data 1: Source data.
All source data underlying the main figures are available in Supplementary Data 1.

Supplementary Data 2: miRNA array data.

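Supplementary Data 2 gives, for each miRNA in MVs, the paper's mean normalized value of 3 isolations after a percentile shift. All 176 miRNAs of the list were detected in at least 1 of the arrays analysed here, and 80 of them in all 3. A further 4 miRNAs, named after their values were seen, were detected in all 3 arrays and are not in the list, namely miR-5109, miR-720, miR-5105 and miR-1196-5p. Across the 176 miRNAs, the mean normalized values computed from the arrays and those of the list had a Spearman's rho of 0.94. A permutation test with 100000 resamples gave a two-sided p = 1e-05, the smallest these resamples can give. The miRNAs are not independent replicates. The list was made from the same 3 isolations, so this p is no test of agreement between separate data. The lowest rho of the alternatives was 0.91, both with undetected arrays left out of the mean and with isolation 1 left out.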

176 miRNAs in MVs isolated from the ECM of MC3T3-E1 cell cultures.

# Supplementary material for: The matrix vesicle cargo miR-125b accumulates in the bone matrix, inhibiting bone resorption in mice
**Source:** Commun Biol. 2020 Jan 16;3:30. doi: 10.1038/s42003-020-0754-2
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Microsoft Excel, ImageJ (NIH), NRecon (Bruker), CTVOx (Bruker), Image Lab (Bio-Rad), StepOne Plus Real-Time PCR system (ThermoFisher Scientific), CellSens (Olympus Life Science), GloMax Explorer System (Promega), BD FACSDiva (BD), LAS X (Leica Microsystems), NanoSight (Quantum Design)

Data analysis

Microsoft Excel, ImageJ (NIH), CTAn (Bruker), GeneSpring GX (Agilent Technologies), JMP (SAS)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Our data in this study are available within the paper.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

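Total RNA of MVs from MC3T3-E1 cells was measured on 1 miRNA array for each of 3 independent isolations. All arrays belong to 1 group, and no array of the parent cells or of another condition was analysed here. Replicate numbers were taken from the sample titles. The labels' source name gives replicate 1 for all 3 samples.

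The authors deposited each array as a table of 1157 features with an intensity (the total gene signal, linear scale), its error, a detection call and a control type. According to the methods, 100 ng of RNA was labeled and the arrays were read with an Agilent scanner, and profiles were analyzed in GeneSpring GX. The deposited intensities carry no normalization between arrays. Each undetected feature has a signal of 0.1 and an error of 1, so the tables hold no level below the detection limit. No signal was identical between arrays among the miRNAs detected in both, for any of the 3 pairs.

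From these tables, detected mouse miRNAs were counted by the detection call. Control features and the 57 viral miRNA features were left out of the counts. Normalized values are log2 signals minus the 90th percentile of each array over the 1079 mouse miRNAs, after the note to Supplementary Data 2, given as mean ± SD (n = 3). In an array without detection the lowest detected signal of that array was used, and such values are bounds. In isolation 1 the percentile lies on the signal of undetected miRNAs, so normalized values were given together with log2 signals. The rank correlations are across miRNAs, with a two-sided permutation test of 100000 resamples. No groups were compared. Random lists matched on mean signal (10000 lists, each miRNA drawn from within 10 places of a list member) were used to describe these arrays. The functions were tested on simulated arrays of 1079 miRNAs, where the median absolute error of a recovered normalized value was 0.0405 and a list raised by 2 log2 units was placed above all random lists. Every simulated miRNA was detected in every array. The bounds, and a percentile lying on undetected miRNAs as in isolation 1, were therefore not tested.

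The settings, the alternatives and the rule for most of the miRNAs named were set before the data were examined, apart from 1 alternative described with the differences. The miRNAs named are those named in the paper, the other products of the miR-125 genes, the let-7 family, the 10 with the highest mean normalized value and the 3 with the largest and the 3 with the smallest SD among those detected in all arrays, and lists of miRNAs known from other cell types. A further 8 miRNAs were chosen after their values were seen, and those of them that were detected are among the named miRNAs counted in the closing section. They are miR-720, miR-5105, miR-1196-5p, miR-5103, miR-483-5p, miR-100-5p, miR-99a-5p and miR-99b-5p, the last of which was not detected. The lists are for chondrocyte MVs, red blood cells and serum, leukocytes, liver, muscle, embryonic stem cells, neurons and mesenchymal cells. The alternatives were other detection rules, features and numbers of arrays, other percentiles and features for the shift, quantile normalization, no shift, a floor of 1, undetected arrays left out, and each isolation left out. Gene names and neighbors are from the RefSeq gene table of GRCm38.p6. The array tables name no assembly, so no coordinates are given. A planned test of GC content was not run, since mature sequences were not used here. The number of miRNAs shared with humans was not analysed here.

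Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots in matplotlib 3.10.9.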

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

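All tests of explanations in this part were chosen after the results were seen. No biological explanation was tested, since the arrays belong to 1 condition.

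Of the 57 features for miRNAs of mouse viruses, which the paper does not discuss, 9 were detected in at least 1 isolation, 5 of them in all 3. Among these 5, the highest signals in each isolation were those of mghv-miR-M1-2-5p (40.3, 116.1 and 66.4 in isolations 1, 2 and 3) and mcmv-miR-m01-2-5p (45.5, 77.3 and 104.0), both named after their values were seen. General background on the array is argued against by the 7 negative control features, which gave 0 detected readings of 21. Cross-hybridization of other RNA stays open. The 5 viral features detected in all isolations differed between isolations 1 and 2 by a median of 1.07 log2 units, near the 1.25 of the 10 brightest mouse miRNAs and below the 4.32 of the mesenchymal miRNA list, but 5 features are too few to decide, and viral RNA cannot be told apart from cross-hybridization on these arrays.

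A further 4 mouse miRNAs were detected in all 3 isolations and are outside Supplementary Data 2. They were named after their values were seen. The mean log2 signal was 13.16 ± 0.98 (SD, n = 3) for miR-5109, the highest on the array, 7.76 ± 1.67 for miR-720, 7.72 ± 0.33 for miR-5105 and 4.47 ± 1.33 for miR-1196-5p. Low signal as the reason is argued against, since 0 of the 4 lie below the lowest mean signal of a listed miRNA detected in all isolations. A candidate explanation is that names without a current gene were left out. None of the 4 names matches a gene in the RefSeq table of GRCm38.p6, whereas 6 of the 176 listed miRNAs lack a match and 170 have one (Fisher's exact test, two-sided p = 4.96e-06). The 6 listed miRNAs show that a missing gene alone did not exclude a name.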

How the results depend on the processing

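The number of miRNAs detected in at least 1 isolation, 180, stayed between 165 and 189 with a signal over 3 times its error, with viral features included and with at least 2 arrays required, and between 166 and 180 with each isolation left out. The number detected in all isolations, 84, was 84 and 89 under the first 2 of these, and ranged from 84 to 164 with each isolation left out, with 164 reached without isolation 1. Counting any signal above 0 gave 1079 for both, because undetected miRNAs carry a signal of 0.1, so this rule does not separate detection.

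The normalized value of miR-125b-5p, 5.58, was 10.76 with the 75th percentile over all mouse miRNAs, -1.44 with the 90th percentile over the miRNAs detected in all arrays and 0.23 with the 75th percentile over these. Each of these changes the zero of the scale for all miRNAs, and the same 3 settings moved all 39 other named miRNAs by more than their SD. Quantile normalization gave 5.62 and a floor of 1 gave 4.47, and the range with each isolation left out was 3.93 to 6.42. Under the other settings set before the data were examined, no other named miRNA moved by more than its SD. The SDs are large because of isolation 1.

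The place of miR-125b-5p, 20, was between 19 and 21 under the alternatives of normalization and between 17 and 22 with each isolation left out. A shift of a whole array cannot change it, so most of these settings are no test of the place. The rank correlation with Supplementary Data 2, 0.94, was between 0.91 and 0.95 under the alternatives of normalization set before the data were examined and between 0.91 and 0.93 with each isolation left out. The 10 brightest miRNAs took 73.8% of the signal, and the 5 brightest 63.1%, as fewer miRNAs are summed. With each isolation left out the share of the 10 was 72.6% to 75.2%. The number of chondrocyte MV miRNAs detected, 0, could not rise under any of the alternatives run for it, so these are no test of it. The planned rank correlation with GC content was not run. No paired analysis was possible because the arrays form 1 group. Levels below the lowest detected signal are not resolved on these arrays.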

Differences from the paper's values

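The number of detected miRNAs, 180, and the paper's 176 differ by less than 1.5 times. In the main setting, the normalized values of 14 named miRNAs, all not detected in isolation 1, differ from the paper's. With isolation 1 left out more named miRNAs differ, among them miR-125b-5p (3.93, the paper's 5.432). A floor of 1 also makes miR-125b-5p differ (4.47). So do the 75th percentile over all mouse miRNAs (10.76) and the 90th and 75th over those detected in all arrays (-1.44 and 0.23). These percentile settings move the zero of the scale for all miRNAs. With isolation 2 or 3 left out miR-125b-5p does not differ (6.40 and 6.42). Values were taken to differ where the signs differ or the difference is over 1 SD. A bound in isolation 1 widens the SD, so values that include one were also taken to differ where one is over 1.5 times the other. By the SD alone, 10 of the 14 would not differ. Of the 14, miR-100-5p, miR-99a-5p, miR-5103 and miR-483-5p were chosen after their values were seen. For 12 of them the value computed here, in which isolation 1 is a bound, is above the paper's. These are miR-16-5p (1.91, the paper's -0.107), miR-125a-5p (1.76, the paper's -0.256), let-7d-5p (2.95, the paper's 0.928), let-7e-5p (2.45, the paper's 0.434), let-7f-5p (3.21, the paper's 1.193), let-7g-5p (2.02, the paper's 0.003), miR-92a-3p (1.72, the paper's -0.303), miR-294-3p (1.76, the paper's -0.257), miR-199a-5p (3.13, the paper's 1.106), miR-29a-3p (3.35, the paper's 1.333), miR-100-5p (1.92, the paper's -0.104) and miR-99a-5p (3.33, the paper's 1.311). Of the alternatives set before the data were examined, 6 no longer differ by these criteria with a floor of 1 (let-7d-5p, let-7e-5p, let-7f-5p, miR-199a-5p, miR-29a-3p and miR-99a-5p), where 10 of the 12 are within 1 SD. The values of miR-92a-3p and miR-294-3p no longer differ with isolation 1 left out or with undetected arrays left out. In these 2 settings miR-16-5p and miR-100-5p are within 1 SD as well, but with the opposite sign. Under the other alternatives all 12 still differ by these criteria, although by the SD alone up to 9 of them would not. Some of these alternatives only move the zero of the scale for all miRNAs, so they are no test of the differences. In the main setting the 12 differences are nearly equal, since isolation 1 is at the same bound in each. They are a single offset and not 12 separate results. With the 90th percentile taken over all 1157 features, controls included, and undetected miRNAs kept at the deposited signal of 0.1, a setting chosen after seeing the values, all 12 fall within 0.001 of the paper's values after rounding, as do 174 of the 176 values of Supplementary Data 2.

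The other 2 are miR-5103 (1.06, the paper's 6.356) and miR-483-5p (0.88, the paper's 5.492), both also in Supplementary Table 1. Under the setting chosen after seeing the values they are -0.96 and -1.14. Of the alternatives set before the data were examined, the 75th percentile over all mouse miRNAs, which raises every miRNA, is the only one under which these 2 do not differ from the paper's values by the same criteria. By the SD alone they would not differ either with isolation 2 or isolation 3 left out.

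Supplementary Table 1 and Supplementary Data 2 give different names at 1 value in places, in the text used here. The value 4.425 stands beside let-7f-5p in the table and beside let-7i-5p in the list. On the arrays let-7f-5p was not detected in isolation 1, whereas let-7i-5p was detected in all 3.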

Other observations

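All tests in this part were chosen after the results were seen, and the miRNA lists they use were written before. The arrays belong to 1 condition, so no difference between conditions was tested.

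Isolation 1 had 86 detected mouse miRNAs, against 179 and 164 in isolations 2 and 3, although the same RNA amount of 100 ng was labeled. A single factor for the whole array, such as a weaker scan, is argued against, because the log2 differences between isolations 2 and 1 had an SD of 1.08 across miRNAs, against 0.36 between isolations 3 and 2. RNA of leukocytes, liver or neurons gave no detected marker in isolation 1. There, 0 of 5 leukocyte, 0 of 3 liver and 0 of 3 neuron miRNAs were detected, with a lowest detected signal of 4.87. This cannot exclude such RNA, since 80 miRNAs were missed in isolation 1 alone, among them miR-29a-3p and miR-199a-5p of the mesenchymal list. RNA of any listed cell type therefore stays open. Of the 4 detected miRNAs of all lists but the mesenchymal one, 0 were brighter in isolation 1 than in both other isolations. However, all 4 have low signals and 3 were not detected in isolation 1. Less mesenchymal cell miRNA relative to the other labeled RNA is a candidate explanation. The 6 detected miRNAs of the mesenchymal list (miR-21a-5p, miR-199a-3p, miR-199a-5p, miR-214-3p, miR-22-3p and miR-29a-3p) were higher in isolation 2 than in isolation 1 by a median of 4.32 log2 units, with undetected values at their bound, which is at percentile 99.7 of 10000 random lists matched on mean signal. Isolation 3 minus isolation 1 gave 3.98 (percentile 99.8) and isolation 3 minus isolation 2 gave -0.34 (percentile 61.4). Of these 6, miR-21a-5p and miR-199a-3p were also selected by the paper from these arrays. The random lists draw miRNAs singly, whereas the 3p and 5p strands of miR-199a are not independent. Lower signals in isolation 1 were not limited to this list. Outside it, let-7a-5p and let-7c-5p had log2 signals of 3.45 and 4.74 there, against 7.66 and 8.54 in isolation 2. Across the 84 miRNAs detected in all isolations, differences between isolations 2 and 1 ranged from -0.38 to 4.50. A weaker hybridization, which need not act alike on all features, cannot be told apart, because the positive controls go both ways. Of the 10 detected in all isolations, 8 were lower in isolation 1 than in both others and 2 were higher, with a median of isolation 2 minus isolation 1 of 0.89. The quality of the RNA was not analysed here.

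Of the other lists, 0 of the 4 chondrocyte MV, 0 of 5 leukocyte, 0 of 3 liver and 0 of 3 neuron miRNAs were detected. Of 6 red blood cell and serum miRNAs, 4 are on the array under the names looked up, and miR-92a-3p and miR-16-5p were detected in isolations 2 and 3. Of 4 muscle miRNAs, miR-206-3p was detected in all isolations (log2 signals of 2.95, 5.22 and 4.44), and of 4 embryonic stem cell miRNAs, miR-294-3p was detected in isolations 2 and 3. The 8 mesenchymal miRNAs are all on the array, and miR-143-3p and miR-145a-5p were not detected.

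Among the 84 miRNAs detected in all isolations, those that vary least between isolations change with the shift. After the main shift the smallest SDs were those of miR-199a-3p (1.99), miR-21a-5p (2.07) and miR-22-3p (2.12), which had the largest SDs of the unshifted log2 signal among these 84 (2.50, 2.42 and 2.37). The largest SDs after the shift were those of miR-504-3p (4.59), miR-1931 (4.48) and miR-1927 (4.43), with SDs of 0.25, 0.13 and 0.23 before it. This follows from the construction of the shift, since the 90th percentile of isolation 1 lies on the signal of undetected miRNAs.

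The note to Supplementary Data 2 calls means above -7.738 positive. On the scale that gives 174 of its values, an undetected miRNA is at 0 in isolation 1 and at -8.25 in isolation 2. In isolation 3 it is at -7.738, the same number as the threshold. A miRNA undetected in all 3 arrays then has a mean of -5.33, so all 1079 mouse miRNAs are above the threshold as means. The lowest value in the list is the paper's -3.511.

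The paper's values of miR-5103 and miR-483-5p were compared with the arrays further. Entry of another feature's value is argued against, since the nearest feature on the scale of the list is 0.0247 away for miR-5103 and 0.0501 for miR-483-5p, against a rounding of 0.001. Another reading of isolation 1 alone would need a log2 signal of 18.62 for miR-5103 and 16.58 for miR-483-5p, above the highest of any feature on the arrays, 13.78.

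The bone matrix qPCR of the paper uses miR-16 as internal control. In the MV arrays, miR-16-5p was not detected in isolation 1 and had log2 signals of 4.64 and 4.38 in isolations 2 and 3. The sample and the assay differ, so these signals are no test of that control. For MVs the paper's qPCR used U6. Of the miRNAs from genes that neighbor Mir125b-1 and Mir125b-2, miR-100-5p had log2 signals of 4.93 and 4.11 and miR-99a-5p of 6.83 and 6.45 in isolations 2 and 3, and neither was detected in isolation 1. Both were chosen after their values were seen.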
